# Single-cell analyses implicate ascites in remodeling the ecosystems of primary and metastatic tumors in ovarian cancer

**DOI:** 10.1038/s43018-023-00599-8

**Published:** 2023-07-24

**Authors:** Xiaocui Zheng, Xinjing Wang, Xi Cheng, Zhaoyuan Liu, Yujia Yin, Xiaoduan Li, Zhihao Huang, Ziliang Wang, Wei Guo, Florent Ginhoux, Ziyi Li, Zemin Zhang, Xipeng Wang

**Keywords:** Ovarian cancer, Tumour heterogeneity, Tumour immunology, Cancer

## Abstract

Ovarian cancer (OC) is an aggressive gynecological tumor usually diagnosed with widespread metastases and ascites. Here, we depicted a single-cell landscape of the OC ecosystem with five tumor-relevant sites, including omentum metastasis and malignant ascites. Our data reveal the potential roles of ascites-enriched memory T cells as a pool for tumor-infiltrating exhausted CD8^+^ T cells and T helper 1-like cells. Moreover, tumor-enriched macrophages exhibited a preference for monocyte-derived ontogeny, whereas macrophages in ascites were more of embryonic origin. Furthermore, we characterized MAIT and dendritic cells in malignant ascites, as well as two endothelial subsets in primary tumors as predictive biomarkers for platinum-based chemotherapy response. Taken together, our study provides a global view of the female malignant ascites ecosystem and offers valuable insights for its connection with tumor tissues and paves the way for potential markers of efficacy evaluation and therapy resistance in OC.

## Abstract (web summary)

Wang and colleagues perform single-cell profiling of human ovarian cancer samples from five anatomic sites, revealing dynamics of the immune microenvironment in malignant ascites and cell subtypes that may play a role in chemotherapy response.

## Main

As a heterogeneous disease, ovarian cancer (OC) is the most lethal gynecological malignancy, which accounts for 5% of cancer deaths in females^1^. OC is a heterogeneous disease consisting of malignancies with different histological subtypes, molecular biology and microenvironment features, which affect its treatment response and clinical outcomes^2^. Among all OC types, high-grade serous OC (HGSOC) is the most common histological subtype accounting for more than 70% of patients with OC^3^. Once diagnosed, over 75% of patients with HGSOC present an advanced disease with widespread metastasis and ascites^4,5^. As reported, a predilection of metastasis to omentum in OC is consistently identified owing to the fatty structure of omentum and peritoneal circulation^6^. Although treatments with chemotherapy plus bevacizumab prolong the 5-year survival, the overall benefits are still limited. Additionally, immunotherapies such as immune-checkpoint inhibitors only showed an objective response rate of 10% in clinical trials^7^ and OC subtypes often exhibited diverse responses to immunotherapy owing to the different proportion and quality of tumor-infiltrating lymphocytes (TILs)^8,9^. Therefore, it is essential to characterize the tumor microenvironment (TME) of OC, which harbors diverse cellular components playing important roles in disease progression and therapy response.

Single-cell mRNA sequencing (scRNA-seq) is a powerful tool to characterize the cellular features and dynamic relationships of different cell populations in multiple malignancies^10–12^. For instance, a previous single-cell atlas of primary ovarian tumor has revealed a *GZMK*^+^ CD8^+^ effector memory (T_EM_) T cell subset as pre-dysfunctional effector memory cells^13^. Moreover, another OC study defined a population of stem cell-like tissue-resident memory T cells with a maximal expression level of *GZMK*, which would develop into exhausted T (T_EX_) cells^14^; however, where these memory T cells originate from is still unknown due to the limited sampling tissues in previous studies. Besides primary tumors, omentum metastases and malignant ascites are equally important in OC studies. For example, interleukin (IL)-6 secreted from cancer-associated fibroblasts in the ascites ecosystem could stimulate JAK–STAT signaling in malignant cells, leading to a poor prognosis and resistance to chemotherapies^15^. But previous single-cell analysis of OC ascites focused largely on malignant cells and other CD45^−^ cells^15^ and little is known about the immune milieu in the OC ascites and how malignant ascites influence the immune status of OC. Thus, a high-resolution cellular landscape involving multiple-site tissues is needed to characterize the comprehensive TME of different OC sites, especially omentum metastasis and ascites.

Here, we delineated a comprehensive landscape of OC TME via scRNA-seq by comparing the unique cellular compositions of five tumor-related sites, including primary ovarian tumor (Pri.OT), omentum metastasis (Met.Ome), ascites, pelvic lymph node (PLN) and peripheral blood (PB). Through T cell receptor (TCR)-based lineage tracing and trajectory inference, we unveiled potential dynamic characteristics of T cells from ascites to tumor tissues. We characterized the functional states and ontogeny of macrophages in ascites and tumor tissues and also highlighted *DES*^+^ mesothelial cells as important immunoregulators reprogramming OC ascites. Additionally, we revealed the associations between distinct cellular compositions and the clinical responses to platinum-based chemotherapy, which might serve as indicators of treatment effectiveness. Taken together, our findings provide insights into the functions of malignant ascites and would provide an important resource to guide the development of additional therapeutic strategies.

## Results

### High-resolution landscape of OC by multisite scRNA-seq

To elucidate the complexity of cellular compositions in ovarian cancer, we utilized scRNA-seq to analyze unsorted cells from PB, PLN, Pri.OT, matched Met.Ome and malignant ascites of 14 patients with advanced OC (Fig. 1a and Supplementary Table 1). These patients exhibited five distinct histological subtypes and varying responses to platinum-based chemotherapy. In total, we cataloged 223,363 high-quality single cells into five major cell lineages annotated by canonical marker expression (Fig. 1b,c, Extended Data Fig. 1a–c and Supplementary Table 2).

**Fig. 1:**
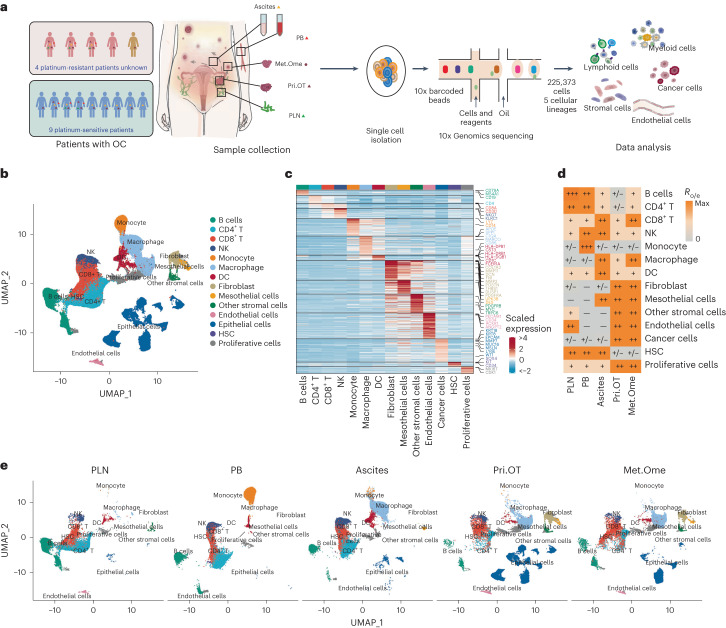
Landscape of advanced ovarian cancer via scRNA-seq of five sites. **a**, Overall study design with flowchart of sample collection and single-cell analysis of OC by 10x Genomics sequencing. *n* = 14 patients with OC who were responsive or nonresponsive to platinum-based chemotherapy were recruited to our study. In total, *n* = 39 samples, including *n* = 6 PB, *n* = 5 PLN, *n* = 13 Pri.OT, *n* = 5 matched Met.Ome and *n* = 10 ascites samples were analyzed. Each dot corresponds to one sample, colored by sample types. Red triangle, orange triangle, dark red circle, dark red triangle, green triangle represent blood, ascites, primary tumor, omentum metastases and pelvic lymph node, respectively. **b**, Uniform Manifold Approximation and Projection (UMAP) plot showing 14 clusters of *n* = 10 patients with HGSOC identified by integrated analysis. Each dot corresponds to a single cell, colored by clusters. NK, natural killer; HSC, hematopoietic stem cell. **c**, Heat map depicting expression levels of selected highly expressed genes (including marker genes) across major clusters of HGSOC. Rows represent genes and columns represent clusters. **d**, Tissue preference of each major cluster in HGSOC estimated by *R*_o/e_. **e**, UMAP plots showing the distinct cell composition of five different sample sites in patients with HGSOC. For **b**–**e**, a total of *n* = 31 HGSOC samples, including *n* = 5 PB, *n* = 4 PLN, *n* = 10 Pri.OT, *n* = 4 Met.Ome and *n* = 8 ascites samples were analyzed. Source data

We first quantified relative tissue enrichment of major cell clusters by calculating the ratio of observed to expected cell numbers (*R*_o/e_) using data of patients with HGSOC (Fig. 1d,e, Extended Data Fig. 1d and Supplementary Table 3). As expected, B cells and CD4^+^ T cells dominated the PLNs, whereas lymphocytes and monocytes constituted the main cellular components of PB samples. Of note, we identified all five major cell lineages in both Pri.OT and Met.Ome and the enrichment pattern of most cell types showed no significant differences between these two sites, suggesting a similar complex TME necessary to the development of both primary and metastatic tumor cells (Fig. 1e and Extended Data Fig. 1e). Ascites, frequently found in patients with advanced OC and associated with chemotherapy response^5^, harbored a large number of immune cells and stromal cells. Among them, CD8^+^ T cells, macrophages and dendritic cells (DCs) were major constituents of ascites with high cell proportions, indicating an inflammatory microenvironment. Mesothelial cells, recently reported to be tightly associated with metastasis of OC^16^, were also preferentially found in malignant ascites (Fig. 1d,e).

Unlike nonmalignant cells, tumor cells as defined by inferred copy number variations (inferCNV), exhibited a strong interpatient heterogeneity (Extended Data Fig. 2a–c). Notably, tumor cells were identified in all ascites samples, with an averaged proportion of 2.7% (1,444 of 53,499) (Extended Data Fig. 2d). Our observation was consistent with the notion that OC tumor cells prefer to ‘seed’ to the peritoneal cavity rather than spreading via vasculature, which highlights the tight association between ascites and intraperitoneal spread of OC^17^. Further, inferCNV analyses showed that the subclones of tumor cells found within Met.Ome were also detectable in that of Pri.OT (Extended Data Fig. 2e), indicating these subclones as tumorigenic populations of peritoneal metastasis.

### Dynamic relationships of T cells in OC

Given that HGSOC is the most common OC subtype, we focused on HGSOC in the subsequent analyses of specific cellular compartments in the TME. We first focused on the intrinsic properties and potential functions of T cell populations in OC. By unsupervised clustering, we identified five CD4^+^ clusters, five CD8^+^ clusters and two unconventional clusters (Fig. 2a, Extended Data Fig. 3a,b and Supplementary Table 4). The conventional T cell clusters were further split into naive (T_N_), central memory (T_CM_), effector memory (T_EM_), effector (T_eff_), regulatory (T_reg_), T helper 1 (T_H_1)-like^18^ and exhausted^19^ (T_EX_) T cell clusters, which showed different tissue preference patterns (Fig. 2a,b, Extended Data Fig. 3c and Supplementary Table 5). T_N_ cells (T01 and T06) were enriched in PB and PLN, maintaining a quiescent state. Consistent with previous studies^20^, the majority of immunosuppressive *FOXP3*^+^ T_reg_ (T03) cells and the *HAVCR2*^*+*^ exhausted CD8^+^ cells (T10), were predominantly enriched in both two tumor sites. The analyses by flow cytometry also suggested a higher proportion of T_reg_ and PD-1^+^ T cells in tumor sites than in ascites (Extended Data Fig. 3d), further proving a more immunosuppressive status in tumor tissues compared to malignant ascites. Additionally, *CXCL13*^*+*^ T_H_1-like cells (T05) were also enriched in tumor sites, whereas CD4^+^*ANXA1*^+^ T_CM_ (T02) and *CX3CR1*^+^ T_eff_ cells (T04 and T09) were mainly detected in blood and ascites. Specifically, we identified two CD8^+^ T_EM_ clusters occupying a large proportion of CD8^+^ T cells, with T07 *ANXA2*^+^ T_EM_ enriched in tumor sites and T08 *GZMK*^+^ T_EM_ enriched in ascites (Fig. 2b). Based on limited differential expressed genes, we observed that tumor-enriched *ANXA2*^+^ T_EM_ cells expressed increased levels of genes encoding effector molecules (such as *GNLY*, *GZMB* and *TNFSF10*)^12^ (Extended Data Fig. 3e), indicating the intrinsic antitumor effector potential of T_EM_ cells inside tumors. By contrast, ascites-enriched *GZMK*^+^ T_EM_ cells exhibited higher expressions of *EOMES* and *TCF7* (ref. ^21^) (Extended Data Fig. 3e), which are the key transcription factor genes in progenitor T_EX_ cells, suggesting that *GZMK*^+^ T_EM_ cells were more likely to transit into T_EX_ cells.

**Fig. 2:**
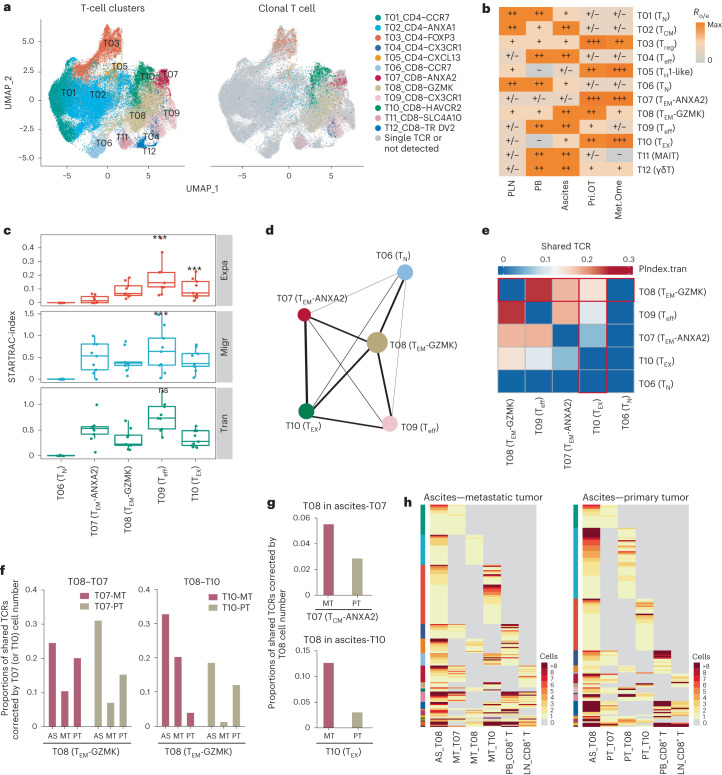
Characterization of T cell clusters and dynamics of CD8^+^ T cells in HGSOC. **a**, UMAP plots showing 12 clusters of T cells and clonal T cells within each cluster, colored by clusters. **b**, Tissue preference of each T cell cluster estimated by *R*_o/e_. **c**, Clonal expansion, migration and transition potential of CD8^+^ T cells quantified by STARTRAC indices. Indices were quantified for *n* = 9 patients with more than two matched samples. Center line indicates the median value, lower and upper hinges represent the 25th and 75th percentiles, respectively and whiskers denote 1.5 × interquartile range. *P < 0.05, **P < 0.01, ***P < 0.001; permutation test (exact *P* values are provided in source data). **d**, PAGA analysis of CD8^+^ T cells. Each dot represents a T cell cluster. **e**, Heat map showing the developmental transition potential between CD8^+^ T cells quantified by pairwise STARTRAC-tran indices. The horizontal red box represents the transition between *GZMK*^+^ T_EM_ and other CD8^+^ T cells and the vertical red box refers to the transition between other CD8^+^ T cells and T_EX_ cells. **f**, Bar plots showing proportions of shared TCRs between *GZMK*^+^ T_EM_ (T08) and *ANXA2*^+^ T_EM_ (T07) (left) or T_EX_ (T10) (right) corrected by cell numbers of *ANXA2*^+^ T_EM_ (T07) or T_EX_ (T10) in sampled tissues, respectively. **g**, Bar plots showing proportions of shared TCRs between *GZMK*^+^ T_EM_ (T08) and *ANXA2*^+^ T_EM_ (T07) (top) or T_EX_ (T10) (bottom) corrected by cell numbers of *GZMK*^+^ T_EM_ (T08) in ascites. **h**, The distribution of clonal clonotypes in indicated CD8^+^ subsets derived from ascites and two tumor sites. For **a**,**b**,**d**, data were summarized from all *n* = 31 HGSOC samples. For **c**,**e**–**h**, all *n* = 30 HGSOC samples except for the primary tumor sample of HGSOC7 were analyzed. AS, ascites; PT, primary ovarian tumor; MT, omentum metastatic tumor. Source data

Combined with TCR-seq and single-cell transcriptomics, we captured at least one pair of full-length productive α- and β-chains in 54,061 T cells, of which 21.12% (11,415 cells) harbored repeated TCRs of 2,386 clonotypes (Fig. 2a and Extended Data Fig. 3f,g). We then quantitatively evaluated the T cell dynamics using the previously developed STARTRAC indices upon TCR tracking^18^ (Methods). T cells carrying repetitive TCRs are defined as clonal cells. The presence of clonal cells across several different tissue sites within the same cluster implies the tissue migration (STARTRAC-migr) of indicated T cell subtypes. And clonal cells found within a T cell cluster were quantified with STARTRAC-expa index, whereas clonal cells between two different T cell subtypes referred to cell state transition (STARTRAC-tran). Among all CD8^+^ T cells, T_eff_ cells showed the highest clonal expansion, migration and transition index (Fig. 2c), as expected. Additionally, expa index pointed out that clonal expansion might be a possible explanation for the T_EX_ enrichment in tumor sites (Fig. 2c), consistent with previous findings^22^. Notably, we observed strong TCR sharing of T_EX_ cells among two tumor sites and ascites (Met.Ome-AS, Pri.OT-AS and Pri.OT-Met.Ome) (Extended Data Fig. 4a). Considering that exhausted T cells had poor migration capability^18^, this was seemingly logical as these T_EX_ cells would recognize the same tumor-derived neoantigens in different tissues.

To decipher the potential developmental trajectories of T cells, we performed PAGA^23^ and Palantir^24^ analysis, excluding two unconventional clusters due to their distinct TCR characteristics. We noticed that ascites-enriched *GZMK*^+^ T_EM_ (T08) was located centrally bridging T_N_ (T06), T_EX_ (T09) and T_eff_ (T10) cells (Fig. 2d and Extended Data Fig. 4b), indicating their intermediate states. In addition, STARTRAC pairwise transition analysis based on TCR sharing also showed that *GZMK*^+^ T_EM_ exhibited a high ability of transition to T_eff_, *ANXA2*^+^ T_EM_ and T_EX_ cells (Fig. 2e and Extended Data Fig. 4c), further supporting our inferred trajectory analyses. As reported, CD8^+^ *GZMK*^+^ T cells were defined as ‘pre-exhausted’ cells within tumors, which were accumulated by local expansion and replenishment and could further transit to terminal exhausted T cells^11,25^. Likewise, compared to other T cells, T08 *GZMK*^+^ T_EM_ in our study also harbored a higher ability to transit into T_EX_ cells (Fig. 2e and Extended Data Fig. 4c), suggesting transition from *GZMK*^+^ T_EM_ as an important source of T_EX_ cells. Given that *GZMK*^+^ T_EM_ cells were mostly enriched in ascites, their transitions to tumor-enriched clusters (T_EX_ and *ANXA2*^+^ T_EM_) might happen together with cross-tissue migration. Thus, we further checked TCR sharing between *GZMK*^+^ T_EM_ and T_EX_/*ANXA2*^+^ T_EM_ across different tissues and found that T_EX_ and *ANXA2*^+^ T_EM_ cells in tumor sites shared more TCR clones with ascites-derived *GZMK*^+^ T_EM_ cells than tumor-derived *GZMK*^+^ T_EM_ cells (Fig. 2f). The results indicated that ascites-derived *GZMK*^+^ T_EM_ cells might serve as an important source of T cells infiltrating into tumor sites and further transit into T_EX_ or *ANXA2*^+^ T_EM_. Furthermore, *GZMK*^+^ T_EM_ in ascites shared more TCR clones with T_EX_ or *ANXA2*^+^ T_EM_ cells in Met.Ome than in Pri.OT (Fig. 2g), reflecting a preference of ascites-derived *GZMK*^+^ T_EM_ infiltrating into Met.Ome. Then, we checked the TCRs shared among ascites-derived T_EM_ (T08) and tumor-derived T07, T08 and T_EX_ (T10) to confirm the connections between ascites T_EM_ and tumor T_EX_ cells. Of note, tumor T_EX_ (T10) clones linked to ascites-derived *GZMK*^+^ T_EM_ showed mutually exclusive patterns with tumor T10 clones linked to T07 and T08 clusters in tumors (Fig. 2h). Considering the hard-to-reverse nature of exhaustion and the lack of mobility of T_EX_ cells, these results further support the notion that T_EX_ cells in tumor may be derived from *GZMK*^+^ T_EM_ in ascites, in a process including cross-tissue migration and state transition. Moreover, we checked whether the TCR clones shared by ascites T_EM_ (T08) and tumor T_EX_ (T10) also existed in blood or lymph nodes. We found that the majority of TCR clones shared by ascites T_EM_ (T08) and T_EX_ cells (T10) from primary tumor (61.73%) or metastatic tumor (77.8%) could not be detected in blood or lymph node-derived T cells (Fig. 2h and Extended Data Fig. 4d), further supporting the idea that ascites T_EM_ cells could be an important direct source for TILs. To find the clues about where these TCR clones that are undetected in blood/lymph nodes might come from, we examined the origins of all ascites-enriched T_EM_ cells (T08). We found that the TCRs in 15.36% ascites T_EM_ (T08) cells could be detected in both blood and lymph nodes, whereas 9.57% and 3.34% ascites clonal T_EM_ shared TCRs only with blood T cells or lymph node T cells, respectively (Extended Data Fig. 4e). Taken together, these findings provide insights into the cycle of CD8^+^ T cells in OC and suggest that ascites-derived *GZMK*^+^ T_EM_ cells might serve as a direct source of tumor-infiltrating T_EX_ cells.

Similar analyses were also performed on CD4^+^ T cells to quantify their tissue distributions and TCR sharing. In contrast to CD8^+^ T cells, CD4^+^ T cells showed an overall lower clonal expansion. Among these clusters, CD4^+^ T_eff_ cells exhibited the highest clonal expansion, migration and transition indexes (Fig. 3a), similar to the observations in CD8^+^ T cells. The inferred developmental trajectories also exhibited a similar branched structure. T_N_ (T01), T_H_1-like (T05) and T_reg_ (T03) cells were positioned at three different branches whereas T_CM_ (T02) cells were located in the middle (Fig. 3b and Extended Data Fig. 5a). In addition, pairwise transition analysis based on TCR sharing (Fig. 3c and Extended Data Fig. 5b) and the shared TCR pattern among T02, T03 and T05 (Extended Data Fig. 5c,d) also revealed that T_CM_ cells were associated with T_eff_ and T_H_1-like cells, suggesting T_CM_ as potential precursors of *CXCL13*^+^ T_H_1-like cells. Given that T_CM_ cells were enriched in ascites, whereas T_H_1-like cells were enriched in tumors (Fig. 2b), their transition was accompanied by the ascites to tumors cross-tissue migration of CD4^+^ memory T cells. Then, we noticed that the TCR clones shared by tumor T_H_1-like cells and T_CM_ in ascites were almost undetected in any other T cells from tumor, blood and lymph nodes (Fig. 3d and Extended Data Fig. 5e), implying that ascites-derived T_CM_ cells might be a direct source of T_H_1-like cells in tumors. Additionally, we observed more shared TCR clones between T_CM_ in ascites and T_H_1-like cells in Met.Ome compared to that in Pri.OT (Fig. 3e and Extended Data Fig. 5e), suggesting that ascites-derived T_CM_ cells were more likely to infiltrate into Met.Ome. Such a tissue preference of T_CM_ cell infiltration could be a potential explanation for the relative enrichment of T_H_1-like cells in Met.Ome than Pri.OT (Fig. 3f).

**Fig. 3:**
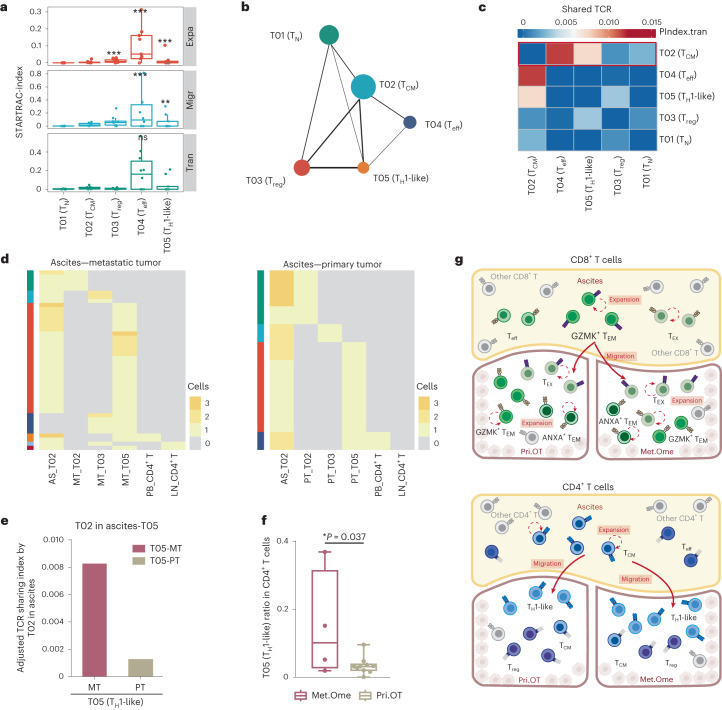
Characterization and dynamics of CD4^+^ T cells in HGSOC. **a**, Clonal expansion, migration and transition potential of CD4^+^ T cells quantified by STARTRAC indices. Indices were quantified for each *n* = 9 patient with more than two matched samples. Center line indicates the median value, lower and upper hinges represent the 25th and 75th percentiles, respectively and whiskers denote 1.5 × interquartile range. *P < 0.05, **P < 0.01, ***P < 0.001; permutation test (exact *P* values are provided in source data). **b**, PAGA analysis of CD4^+^ T cells. Each dot represents a T cell cluster. In total *n* = 31 HGSOC samples were used for analysis. **c**, Heat map showing the developmental transition potential between CD4^+^ T cells quantified by pairwise STARTRAC-tran indices. The red box represents the transition between T_CM_ and other CD4^+^ T cells. **d**, The distribution of clonal clonotypes in indicated CD4^+^ subsets derived from ascites and two tumor sites. **e**, Bar plots showing proportions of shared TCRs between T_CM_ (T02) and T_H_1-like cells (T05) corrected by cell numbers of T_CM_ (T02) in ascites, related to Extended Data Fig. 5e. **f**, Frequency of T_H_1-like cells as a proportion of all CD4^+^ T cells in *n* = 4 Met.Ome and *n* = 10 Pri.OT samples from ten patients with HGSOC. Center line indicates the median value, lower and upper hinges represent the 25th and 75th percentiles, respectively and whiskers indicates min to max. *P < 0.05, **P < 0.01, ***P < 0.001; unpaired two-sided *t*-test. **g**, Sketch map showing the dynamics of CD8^+^ T cells (top) and CD4^**+**^ T cells (bottom) between ascites and two tumor sites. For **a**,**c**–**e**, data were summarized from all *n* = 30 HGSOC samples except for the primary tumor sample of HGSOC7. Source data

Collectively, through integrated analysis of single-cell transcriptome and TCR data, we identified multiple T cell populations with distinct distribution patterns and revealed unique dynamics of T cells from ascites to tumor sites in OC. We found that ascites-enriched memory T cells (CD8^+^ *GZMK*^+^ T_EM_ and CD4^+^ T_CM_) could be a potential important pool for TILs, including CD8^+^ T_EX_ and CD4^+^ T_H_1-like cells, especially for Met.Ome (Fig. 3g). These results implicate a potential role of ascites in shaping the TME of OC during T cell infiltration.

### DC subsets show tissue-specific patterns

For myeloid cells, unsupervised clustering gave rise to 15 clusters with distinct gene signatures (Fig. 4a). HLA^hi^CD14^−^ DC subsets (M01–M04) were further distinguished as *CD1C*^+^ DCs (cDC2), *CLEC9A*^+^ DCs (cDC1), *LAMP3*^+^ DCs and *LGALS2*^+^ DCs. Notably, the *LAMP3*^+^ DC cluster was also annotated as ‘mregDC’ for its high expression of maturation and immunoregulatory marker genes (such as *CCR7*, *IL12B*, *CD274*, *PDCD1LG2* and *LAMP3*), a cellular state induced upon uptake of tumor antigens^26^ (Extended Data Fig. 6a). In line with the tissue distribution patterns reported in other cancer types^27^, *LAMP3*^+^ DCs showed relatively comparable enrichment in tumor and lymph nodes. As *LAMP3*^+^ DCs exhibited increased expression of genes encoding a co-stimulatory molecule such as *CD40*, which is associated with interaction between myeloid cells and T cells^28^, and *IL12B*, which promotes T_H_1 development^29^(Extended Data Fig. 6a), we speculate that *LAMP3*^+^ DCs might also help potentiate the infiltration and differentiation of T_H_1-like cells in ovarian tumors. This could explain the higher enrichment indexes of both *LAMP3*^+^ DCs and T_H_1-like T cells in Met.Ome than in Pri.OT (Fig. 4b). Notably, we did not detect many conventional DCs (cDCs) in tumor tissues as reported in recent studies^27^, but instead observed their specific relative enrichment in malignant ascites (Fig. 4b and Extended Data Fig. 6b,c). To further elucidate the functions and relationships between different myeloid clusters, we performed similarity analysis of myeloid cells in our dataset with those reported in colorectal cancer (CRC)^28^ and hepatocellular carcinoma (HCC)^27^ (Fig. 4c). As expected, both cDC1 and cDC2 from different cancer types or tissue sources were clustered together, indicating their conserved phenotypes (Fig. 4c and Extended Data Fig. 6d). We also checked the potential origins of *LAMP3*^+^ DC in tumor and observed more cDC2-derived *LAMP3*^+^ DC (Extended Data Fig. 6e), which could be associated with higher proportions of cDC2 in ascites.

**Fig. 4:**
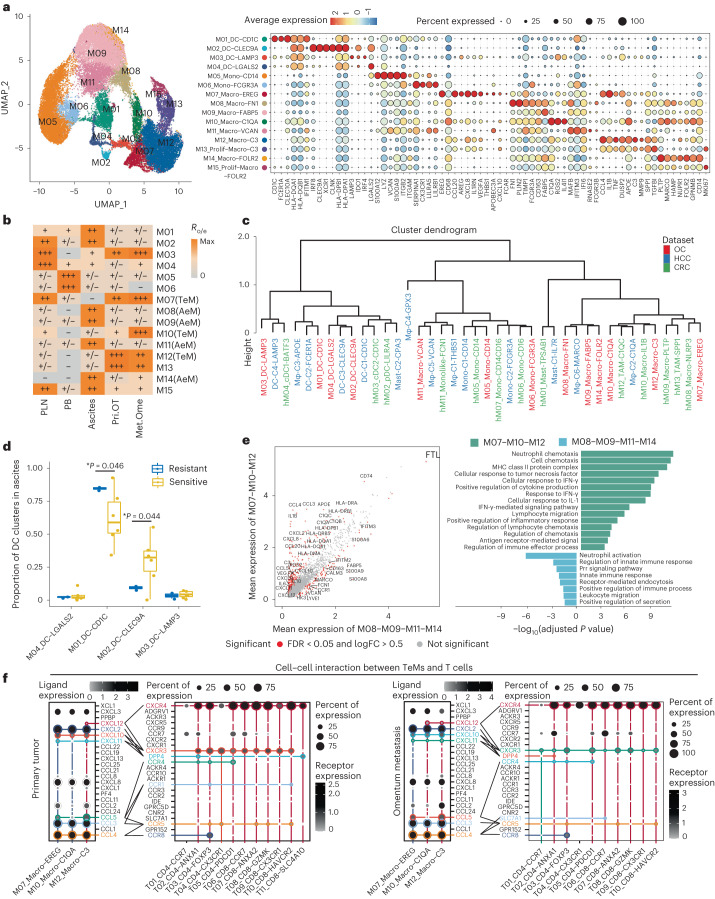
Two distinct functional states of tumor-enriched and ascites-enriched macrophages in HGSOC. **a**, UMAP projection of 15 myeloid clusters colored by clusters (left) and heat map showing expression patterns of selected genes across indicated clusters (right). **b**, Tissue preference of each myeloid cluster estimated by the R_o/e_. **c**, Hierarchical clustering comparing the similarity of myeloid cell clusters in our dataset (OC) with those reported in CRC and HCC. Clusters were colored by dataset. *n* = 3 tumor types were used for analysis. **d**, Frequency of DC subclusters as a proportion of all DCs in ascites from *n* = 6 platinum-sensitive patients and *n* = 2 platinum-resistant patients. Center line indicates the median value, bottom and top hinges represent the 25th and 75th percentiles, respectively and whiskers denote 1.5 × interquartile range. *P < 0.05, **P < 0.01, ***P < 0.001; two-sided *t*-test. **e**, Differentially expressed genes between TeMs (M07, M10 and M12) and AeMs (M08, M09, M11 and M14) (left). *P* value < 0.05; two-sided Wilcoxon test adjusted by the Benjamini–Hochberg (BH) procedure; log_2_(FC) > 0.5. *n* = 10 primary tumor, *n* = 4 matched omentum metastatic tumor and *n* = 8 ascites samples from ten patients with HGSOC were used for analysis. IFN, interferon; FDR, false discovery rate; FC, fold change. **f**, Dot plot showing the mean interaction strength for selected ligand–receptor pairs among macrophages and T cell clusters in tumors. Dot size indicates percentage of ligand–receptor expression in cells of one cluster, colored by average ligand–receptor expression level. *n* = 10 primary tumor and *n* = 4 matched omentum metastatic tumor from ten patients with HGSOC were used for analysis. For **a**,**b**, data were summarized from all *n* = 31 HGSOC samples. Source data

In addition, we noticed that the distribution of DC clusters was correlated with chemotherapy responses. Notably, among all DCs, the proportion of M01_DC-CD1C (cDC2) significantly increased in ascites of nonresponsive patients, whereas the M02_DC-CLEC9A (cDC1) proportion decreased (Fig. 4d). Although the previous studies reported that the protumor or antitumor responses of cDCs are uncertain among various types of tumors^30^, our observations indicated that cDC1 and cDC2 cells in the OC ascites might function in an opposite fashion in responses to platinum-based chemotherapy, which remains to be confirmed by further studies.

### Tumor-enriched and ascites-enriched macrophages

As for the monocyte/macrophage compartment, two blood-enriched clusters (M05 and M06) were characterized as *CD14*^+^ monocyte and *FCGR3A*^+^ nonclassical monocytes, respectively. The remaining clusters were all identified as macrophages (M07–M15) based on the high expression of *CD68* (Fig. 4a). Notably, macrophages detected in tumor and ascites were clustered primarily by their tissue distribution. Excluding the proliferating macrophages (M13 and M15), clusters showing relatively comparable enrichment in tumor sites (M07, M10 and M12) were denoted as tumor-enriched macrophages (TeMs), whereas the remaining clusters that showed relatively preferential enrichment in ascites (M08, M09, M11 and M14) were named as ascites-enriched macrophages (AeMs) (Fig. 4b). Among TeMs, *C3*^+^ M12 was the dominant subset distributed in both Pri.OT and Met.Ome, whereas *EREG*^+^ M07 and *C1QA*^+^ M10 tended to be enriched in Met.Ome. Likewise, four AeM subsets were further marked by their featured genes, leading to the classification of *FN1*^+^ M08, *FABP5*^+^ M09, *VCAN*^+^ M11 and *FOLR2*^+^ M14.

To further understand the heterogeneity of macrophage subsets across different tissues and tumor types, we also evaluated the similarities between macrophage clusters in our study and those reported in HCC and CRC, as mentioned above. *C3*^+^ TeMs (M12) and *C1QA*^+^ TeMs (M10) were clustered into the same branch, resembling the *IL1B*^+^ macro and *C1QC*^+^ TAMs identified in colon cancer, respectively (Fig. 4c). These clusters highly expressed *C1QA* and major histocompatibility complex (MHC) class II molecules associated with antigen presentation (Fig. 4a and Extended Data Fig. 6d). Notably, *C3*^+^ TeMs not only expressed genes related to phagocytosis and inflammation (*C3*, *CCL4* and *TNF*)^31^, but also upregulated transcriptomic programs associated with the response to tumors (*APOE*, *SPP1* and *TGFBI*)^32,33^ (Fig. 4a and Extended Data Fig. 6d), which was distinct from the *IL1B*^+^ macro in CRC^28^. Conversely, *EREG*^+^ TeMs (M07) exhibited high expression of chemokines like *CCL20*, *CCL4*, *CXCL10*, *CXCL8* and angiogenesis-related gene *VEGFA*, as well as low expressions of HLA-related genes, resembling the *SPP1*^+^ TAM identified in CRC (Fig. 4a,c and Extended Data Fig. 6d). Among AeM cells, *FABP5*^+^ AeM (M09), *FOLR2*^+^ AeM (M14) and *FN1*^+^ AeM (M08) were all clustered into the same branch with HCC ascites-enriched C6-MARCO, likely reflecting the environmental plasticity of macrophages. Of note, *VCAN*^+^ AeM (M11), characterized by high expression of transcripts associated with monocytes (*VCAN*, *S100A9* and *S100A12*)^34^, was clustered into the same branches with tumor-enriched C5-VCAN and ascites-enriched C1-THBS1 in HCC dataset and *FCN1*^+^ mono-like cells in CRC (Fig. 4c and Extended Data Fig. 6d). These two macrophages in HCC were defined as myeloid-derived suppressor cells (MDSCs) in the same differentiation lineage^27^. Therefore, *VCAN*^+^ AeMs (M11) in our study were more likely to be MDSCs distributed in ascites.

We next investigated the different functional states of TeMs (M07, M10 and M12) and AeMs (M08, M09, M11 and M14). We observed that TeMs predominantly expressed MHC class II molecules and *CD74*, which are essential for antigen processing and presentation to CD4^+^ T cells. TeMs also upregulated the expressions of *VEGFA*, implying a role for tissue macrophages in promoting tumor angiogenesis. Moreover, we observed upregulated chemokines (such as *CCL3/4/5* and *CXCL10/11/12*) expression in TeMs (Fig. 4e), suggesting the importance of tumor macrophages in recruiting T cells^35,36^. Cell–cell interaction analysis within tumor tissues also confirmed that TeMs participated actively in the recruitment of T cells through CXCL10/11–CXCR3, CCL3/4/5–CCR5 and CXCL12–CXCR4 signaling (Fig. 4f). In primary tumors, *EREG*^+^ macro (M07) expressed increased levels of *CXCL10*/*11*, whereas *C3*^+^ macro (M12) highly expressed *CXCL12*; however, in metastatic tumors, it was surprising to find that the dominant source of *CXCL10*/*11* was switched from *EREG*^+^ M07 to *C3*^+^ M12 and *C1QA*^+^ M10 upregulated the expression level of *CXCL12*, indicating a reprogramming of macrophages in metastatic tumors. In addition, *EREG*^+^ TeM (M07) and *C3*^+^ TeM (M12) also showed preferential expression of molecule CCL4 and CCL5, which binds to CCR4 and CCR8, receptors highly expressed by CD4^+^ T_reg_ cells. We also found very similar interaction patterns between TeMs and ascites T cells (Extended Data Fig. 7a). Collectively, our data suggested the function of TeMs in recruiting T cells and shaping an immunosuppressive niche in tumors.

By contrast, AeMs exhibited high expression levels of *S100A* family (*S100A8* and *S100A9*) associated with tumor progression^37^ and relatively lower levels of *HLA-II* genes (Fig. 4e), indicative of a dysfunctional state of macrophages which further contributed to a protumor environment in ascites. Moreover, AeMs also showed strong enrichment of leukocyte migration pathway, with specifically upregulated expression level of *CCR1* (Fig. 4e). Notably, we also noticed that AeMs highly expressed *LYVE1* and *CD163* (Fig. 4e), signature genes of tissue-resident macrophages (RTMs) found in multiple human tissues^38^, implying that RTMs might be an important source of macrophages in ascites.

### Dichotomous ontogeny of TeMs and AeMs in OC

Recent studies in mice have suggested that tumor-associated macrophages could have both RTM and monocyte origins^39^. Here, to further infer the ontogeny of TeMs and AeMs, we defined an RTM score using a set of tissue-resident relevant genes, including *CD163*, *LYVE1*, *FOLR2*, *MRC1* and *TIMD4* (Fig. 5a,b)^39–41^. Two of three TeM subsets (M07 and M12) showed much lower RTM scores compared to M10, whereas about half of cells from AeM clusters (M09 and M14) had relatively higher RTM scores (Fig. 5a). Additionally, a set of monocyte-derived macrophage-associated genes were used to complement the analysis of macrophage origins. The results displayed a similar trend, with M07 and M12 exhibiting the highest potential of monocyte-derived ontogeny (Extended Data Fig. 7b)^28,42^. These findings implied that macrophages identified in OC had two possible origins, with monocyte-derived macrophages as the dominant components in tumors and RTMs accounting for a large part in ascites-enriched subsets. As reported, although RTMs in adult tissues are gradually replaced by circulating monocytes, there constantly exists a self-maintenance population of RTMs arising from embryonic precursors^43^. To explore the extent to which embryonic peritoneal macrophages contribute to ascites-enriched RTMs, we employed Ms4a3^Cre^-Rosa^TdT^ monocyte fate-mapping mouse models^42^ to precisely quantify the different ontogeny of macrophages in malignant ascites of ovarian tumor-bearing mouse. Based on the flow cytometry data, nearly half of the AeMs were embryonic-derived macrophages with ~45% proportion of tdTomato^−^ cells (Extended Data Fig. 7c). Further, ~70% CD163^+^TIM4^+^ RTMs in malignant ascites were contributed by embryonic precursors (Fig. 5c and Extended Data Fig. 7d,e). These results implied that embryonic macrophages as an important resource of AeMs, contributing to the maintenance of RTMs in the peritoneal microenvironment in OC.

**Fig. 5:**
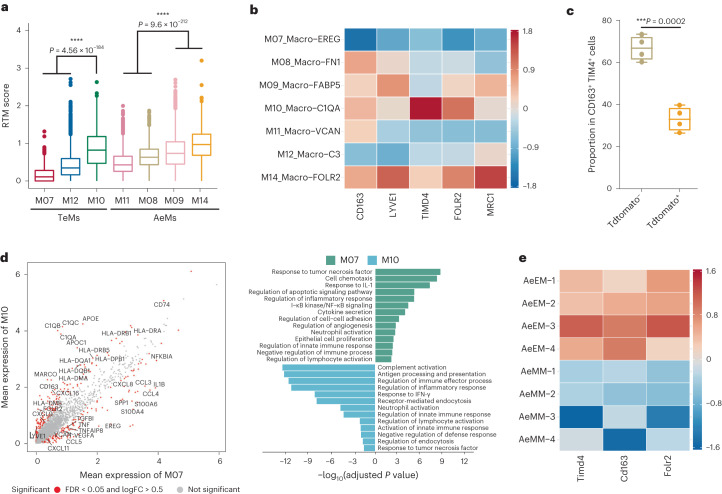
Two different origins of tumor-enriched and ascites-enriched macrophages in HGSOC. **a**, Bar plot showing the mean expression levels of tissue-resident marker genes in all macrophage clusters. Center line indicates the median value, lower and upper hinges represent the 25th and 75th percentiles, respectively and whiskers denote 1.5 × interquartile range. *P < 0.05, **P < 0.01, ***P < 0.001, two-sided *t*-test, adjusted by the BH procedure. **b**, Expression levels of tissue-resident relevant genes in seven macrophage clusters. Rows represent clusters and columns represent genes. **c**, Quantification of tdTomato^−^ or tdTomato^+^ macrophages as a percentage of total CD163^+^ TIM4^+^ RTMs in *n* = 4 independent experiments using *n* = 4 mice ascites samples, related to Extended Data Fig. 7d. Center line indicates the median value, bottom and top hinges represent the 25th and 75th percentiles, respectively and whiskers indicates min to max. *P < 0.05, **P < 0.01, ***P < 0.001, unpaired two-sided *t*-test. **d**, Differentially expressed genes (left) and differentially activated pathways (right) between tissue-resident macrophages (M10) versus monocyte-derived macrophages (M07) in tumor sites (left). Genes, *P* value < 0.05, two-sided Wilcoxon test adjusted by the BH procedure; log_2_(fold change) > 0.5. Pathways, Gene Ontology (GO), adjusted *P* value by the BH procedure <0.05. *n* = 10 primary tumor and *n* = 4 matched omentum metastatic tumor from ten patients with HGSOC were used for analysis. **e**, Heat map showing expression levels of tissue-resident marker genes in macrophages of mouse ascites using ascites samples from *n* = 4 mice. AeEM, ascites-enriched embryonic macrophage; AeMM, ascites-enriched monocyte-derived macrophage. Rows represent repetitive samples and columns represent genes. For **a**,**b**, data were summarized from all *n* = 31 HGSOC samples. Source data

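The mouse bulk RNA-seq behind the heat map compared 4 Smart-seq2 libraries of AeEMs with 4 libraries of AeMMs. The macrophages were sorted from the malignant ascites of female Ms4a3Cre-RosaTdT mice 65 days after intraperitoneal injection of ID8 cells, a line of mouse ovarian surface epithelium. In these mice the progeny of granulocyte-monocyte progenitors that expressed Ms4a3 carry tdTomato, so tdTomato-negative macrophages were taken as embryonic and tdTomato-positive macrophages as monocyte-derived. The deposited table lists 23469 genes by symbol, and 22996 of them (98.0%) have a position in GENCODE M21 on mm10. Its values are log2(TPM + 1), and back-transformed TPM sum to 958839 to 974278 per library. Between 8498 and 8753 genes reached 1 TPM in a library, and the 10 most abundant genes, among them Ftl1, Apoe and Lyz2, held 50.5% to 54.3% of the TPM. The table gives TPM and no read counts, so the depth of the libraries is unknown here and no counting interval is given.
AeEMs and AeMMs were compared on the deposited log2 scale with limma, unpaired and with a mean-variance trend, over the 8801 genes with a mean of at least 1 TPM. The threshold was a Benjamini-Hochberg adjusted p of 0.05. Single values were also compared by a two-sided exact permutation test over all 70 splits of the 8 libraries into 4 and 4, whose smallest p is 0.0286. The deposited values had been adjusted so that each gene has nearly the same mean in 3 sets of libraries, which are replicate 1, replicate 2, and replicates 3 and 4 together. Of the 35 ways to divide the libraries into 4 and 4, mirrors taken together, 12 keep these sets balanced, and a permutation test over those could not go below 0.0833. A limma fit with these 3 sets as a term, chosen after seeing the data, is therefore given beside the unpaired fit. In simulated values adjusted in the same way, 28.2% of the genes called by the unpaired fit were false, against 2.6% with the 3 sets as a term. These shares hold for the simulation, where 200 of 8801 genes were changed by 0.5, 1, 2 or 3 on the log2 scale. The share of false calls in the deposited values is unknown and may be higher or lower. The unpaired fit, the filter, the gene lists and the rule for naming genes were chosen before the data were examined.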

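Folr2, a folate receptor of tissue-resident macrophages, stood at 4.68 ± 0.07 in AeEMs and 4.46 ± 0.07 in AeMMs (log2(TPM + 1), mean ± SD, n = 4 libraries each). Lyve1, the hyaluronan receptor among the 5 genes of the paper's RTM score, was lower in AeEMs, at 6.41 ± 0.04 against 7.12 ± 0.14. Mrc1, the mannose receptor of the same score, stood at 5.83 ± 0.10 in AeEMs and 5.98 ± 0.09 in AeMMs. The RTM score itself, the mean of Cd163, Lyve1, Folr2, Mrc1 and Timd4 per library, was 4.83 ± 0.10 in AeEMs and 4.68 ± 0.13 in AeMMs.
Folr2 lies on chromosome 7 of mm10 from 101839988 to 101857194, Lyve1 on chromosome 7 from 110850607 to 110863239 and Mrc1 on chromosome 2 from 14229392 to 14332057. The log2 fold change of Folr2, AeEM minus AeMM, was 0.22 (standard error 0.08, limma adjusted p = 0.17, exact permutation p = 0.0286, and 0.0833 over the splits that keep the 3 sets balanced), with all 4 AeEM libraries above all 4 AeMM libraries. Lyve1 fell by 0.70 on the log2 scale (standard error 0.08, limma adjusted p = 0.0034), with all 4 AeEM libraries below all 4 AeMM libraries. The adjusted p of Lyve1 was 0.060 with the 3 sets as a term. Mrc1 had a log2 fold change of -0.15 (standard error 0.08, limma adjusted p = 0.38). The difference of 0.15 in the RTM score did not pass the test (exact permutation p = 0.171, and 0.333 over the splits that keep the 3 sets balanced). It was -0.01 in replicate 1, -0.001 in replicate 2 and 0.30 in replicates 3 and 4 together, and 0.08 over all libraries without AeMM replicate 3. Standardised over the 8 libraries, the highest Timd4 and Folr2 values were those of AeEM replicate 3 (1.39 and 1.47), and the lowest were those of AeMM replicate 3 (-1.95 and -1.58). The lowest Cd163 value was that of AeMM replicate 4 (-1.84).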

Subsequently, we characterized the distinct signatures of TeMs or AeMs with divergent ontogeny. RTM-derived M10 expressed significantly higher levels of complement *C1Q* genes and HLA-II related genes (*HLA-DRA*, *HLA-DPB1* and *HLA-DQA1*) (Fig. 5d). By contrast, monocyte-derived M07 showed specific expression of *VEGFA*, *IL1B* and *TNF*. The pathway analysis also revealed a strong enrichment of complement activation and antigen processing and presentation pathways in RTM-derived M10, whereas tumor angiogenesis, response to IL-1 and NF-κB pathways were significantly increased in monocyte-derived M07 (Fig. 5d). Multicolor imaging data further confirmed the coexistence of monocyte-derived M07 *EREG*^+^ macro and RTM-derived M10 *C1QA*^+^ macro in ovarian tumors (Extended Data Fig. 7f). Next, we compared the distinct biological features of ascites-enriched RTMs (M09 and M14) and monocyte-derived AeMs (M08 and M11). RTMs in ascites exhibited higher expression levels of complement *C1Q* genes (Extended Data Fig. 7g), consistent with the tumor-enriched RTMs. Besides, ascites-enriched RTMs expressed specifically increased levels of *FABP5*, associated with tumor regulation^44^ and CCL2 molecule responsible for monocyte recruitment (Extended Data Fig. 7g). Bulk RNA sequencing of tumor-bearing fate-mapping mice models also confirmed the upregulation of *C1q* genes, *Fabp5* and RTM signature genes, including *Timd4* and *Cd163* in ascites-enriched embryonic macrophages (Fig. 5e and Extended Data Fig. 7h), further confirming that embryonic macrophages might be a major source of RTMs in the ascites of patients with OC. 

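C1qa, which encodes a chain of complement C1q, stood at 12.69 ± 0.15 in AeEMs and 12.29 ± 0.19 in AeMMs (log2(TPM + 1), mean ± SD, n = 4 libraries each), a 1.32-fold difference. Timd4, a phosphatidylserine receptor of resident macrophages, stood at 3.12 ± 0.26 and 2.25 ± 0.47, and Cd163, a haemoglobin scavenger receptor, at 4.12 ± 0.15 and 3.62 ± 0.24. In each of these 3 genes, all 4 AeEM libraries were above all 4 AeMM libraries. C1qb and C1qc, the other chains of C1q, differed less, at 13.16 ± 0.04 against 13.09 ± 0.03 and 12.83 ± 0.05 against 12.78 ± 0.03. Fabp5, a fatty acid-binding protein, stood at 8.73 ± 0.12 in AeEMs and 8.46 ± 0.24 in AeMMs.
The C1q genes lie side by side on chromosome 4 of mm10, C1qb from 136880129 to 136886187, C1qc from 136889804 to 136893065 and C1qa from 136895917 to 136898803. Fabp5 lies on chromosome 3 from 10012548 to 10016607, Timd4 on chromosome 11 from 46810800 to 46844332 and Cd163 on chromosome 6 from 124304656 to 124330527. The log2 fold change of C1qa was 0.40 (standard error 0.11, limma adjusted p = 0.092 over all genes tested), that of Timd4 0.87 (standard error 0.23, limma adjusted p = 0.096) and that of Cd163 0.50 (standard error 0.13, limma adjusted p = 0.092). Each of the 3 reached the smallest p of the exact permutation test. That p is 0.0286 over all splits and 0.0833 over those that keep the 3 sets balanced. Fabp5 had a log2 fold change of 0.27 (standard error 0.12, limma adjusted p = 0.28, exact permutation p = 0.11). C1qb had one of 0.08 (standard error 0.04, limma adjusted p = 0.37, exact permutation p = 0.057) and C1qc one of 0.06 (standard error 0.04, limma adjusted p = 0.52, exact permutation p = 0.11). Over the splits that keep the 3 sets balanced, the permutation p was 0.167 for C1qb and C1qc and 0.25 for Fabp5. None of the 6 genes passed limma's threshold over all genes tested. With the replicate number as a block, which takes equal numbers as pairs, the limma adjusted p was 0.36 for C1qa, 0.35 for Timd4, 0.36 for Cd163 and 0.56 for Folr2. Without adjustment, limma's p was 0.0046 for C1qa, 0.0050 for Timd4, 0.0047 for Cd163, 0.0495 for Fabp5, 0.088 for C1qb and 0.20 for C1qc. With the 3 sets as a term, the same p was 0.0118, 0.0135, 0.0178, 0.086, 0.24 and 0.37. With libraries weighted by limma's arrayWeights, C1qa, Fabp5, Timd4 and Cd163 had adjusted p of 0.013 to 0.037. In simulated values adjusted in the same way, 48.7% of the genes called with these weights were false. Adjusted over the list alone, that is over these 6 genes and Folr2, C1qa, Timd4 and Cd163 had a limma adjusted p of 0.0117 and Folr2 one of 0.030, and C1qb, C1qc and Fabp5 did not pass. The paper reports C1Q genes and FABP5 as higher in human ascites RTMs before it names them for these libraries. Its text does not say how the genes shown for these libraries were picked, so the count over the list alone may not be independent evidence. With the 3 sets as a term, the limma adjusted p was 0.36 for C1qa, 0.38 for Timd4, 0.40 for Cd163 and 0.60 for Fabp5, and over the list alone it was 0.0415 for C1qa, Timd4 and Cd163 and above the threshold for Folr2. In replicate 1, in replicate 2 and in replicates 3 and 4 together, the difference of C1qa was 0.50, 0.22 and 0.44, that of Timd4 0.54, 0.50 and 1.21, that of Cd163 0.17, 0.42 and 0.70, and that of Fabp5 0.62, 0.38 and 0.03. The mean of the 3 C1q genes was 0.18 higher in AeEMs, with a camera adjusted p of 0.051 over the lists tested by limma (adjusted p = 0.24 with an estimated correlation). Limma's fry, which tests whether the genes of a list move one way, gave an adjusted p of 0.0122, and 0.071 with the 3 sets as a term. For the C1q genes camera also passed with pseudocounts of 0.1 and 5 and without AeEM replicate 1 or AeMM replicate 3 (adjusted p of 0.043 to 0.048).
From the expression of C1q genes, Fabp5 and RTM signature genes in AeEMs, the paper draws further support for its proposal on origin. It proposes that in patients with OC a major source of ascites RTMs might be embryonic macrophages.

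**Figure D1:**
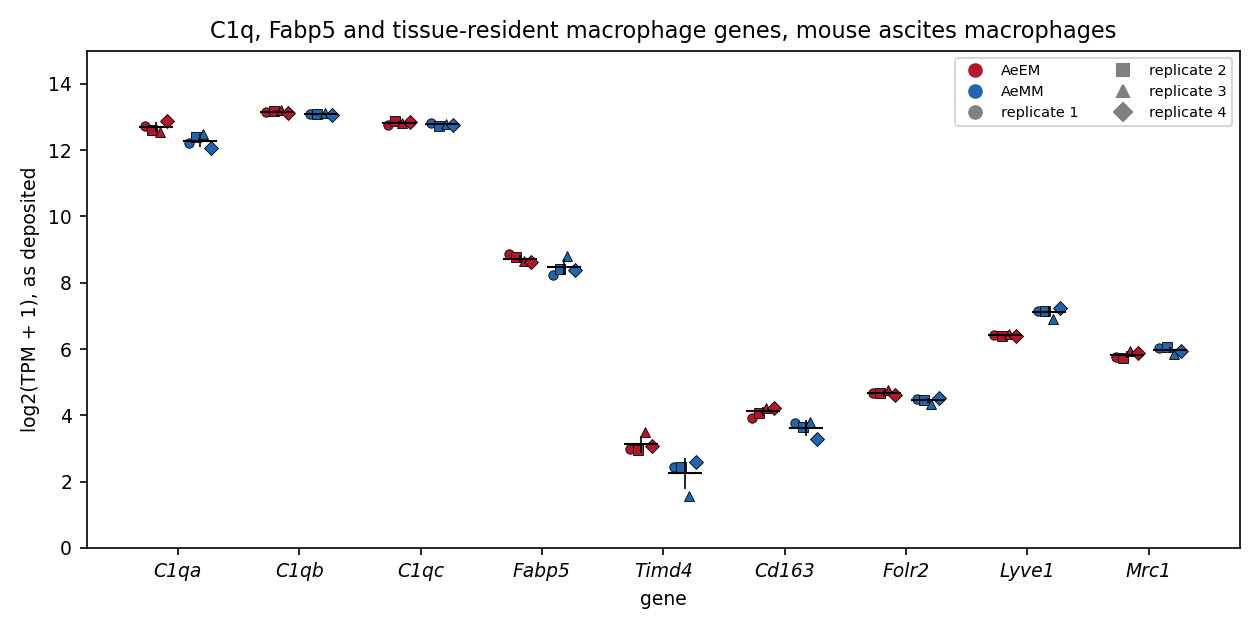
Values per library of the C1q genes, Fabp5 and the tissue-resident macrophage genes in AeEMs (red) and AeMMs (blue), in log2(TPM + 1). Marker shapes give the replicate number, horizontal lines the mean and vertical bars the SD of 4 libraries; Timd4 runs from 1.55 in AeMM replicate 3 to 3.49 in AeEM replicate 3, and Lyve1 is higher in AeMMs.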

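Across the transcriptome, 6 of 9 genes of MHC class II antigen presentation were higher in AeEMs, 2 of them also with the 3 sets as a term, and the chemokine Ccl8 and the secreted phosphoprotein Spp1 were lower in both fits. Cd74, the invariant chain of MHC class II, was 1.87-fold higher in AeEMs, at 12.62 ± 0.15 against 11.71 ± 0.16 (log2(TPM + 1), mean ± SD, n = 4 libraries each). Cd209a, a C-type lectin of the DC-SIGN family, was 12.5-fold higher, at 5.98 ± 0.61 against 2.33 ± 0.70, and Mgl2, another C-type lectin, was 3.14-fold higher. Ccl8 stood at 7.72 ± 0.16 in AeEMs and 9.29 ± 0.16 in AeMMs, and Spp1 at 8.00 ± 0.32 and 9.67 ± 0.26.
Of the 8801 genes tested, 110 were higher and 102 lower in AeEMs, and 1587 had an unadjusted p under 0.05, where simulated unchanged genes adjusted in the same way gave 1033. With the 3 sets as a term, 9 of these genes were higher and 5 lower. In that fit 848 had an unadjusted limma p under 0.05, where simulated unchanged genes gave 448. Replicates 3 and 4 alone, the only set with more than 1 library per group, called 0 genes in limma. There 566 genes had an unadjusted p under 0.05, where chance gives 440. With libraries weighted by limma's arrayWeights, 540 genes were higher and 836 lower, so that 39.2% of the called genes were higher in AeEMs. In the simulated values 48.7% of the genes called with these weights were false. With the replicate number as a block, although the paper does not state that equal numbers share a mouse, 3 genes were higher and 2 lower. The counts higher and lower were 39 and 34 without AeEM replicate 1, 45 and 32 without AeEM replicate 2, 44 and 34 without AeMM replicate 1, 48 and 32 without AeMM replicate 2, and 75 and 60 without AeMM replicate 4. Cd209a had a log2 fold change of 3.65 (standard error 0.38, limma adjusted p = 0.0029, and 0.033 with the 3 sets as a term), Mgl2 one of 1.65 (standard error 0.11, limma adjusted p = 0.00065, and 0.016) and Tmsb10, an actin-binding thymosin, one of 1.01 (standard error 0.09, limma adjusted p = 0.0016, and 0.029). Ccl8 fell by 1.57 (standard error 0.10, limma adjusted p = 0.00065, and 0.016 with the 3 sets as a term), Spp1 by 1.67 (standard error 0.18, limma adjusted p = 0.0029, and 0.033) and the apolipoprotein Apoc4 by 1.47 (standard error 0.13, limma adjusted p = 0.0016, and 0.029). Retnla, Ear2, S100a4 and Marco, with log2 fold changes of 2.15, 2.09, 1.13 and 1.03, and S100a8 and Prtn3, with -1.03 and -0.96, passed the unpaired fit and not the fit with the 3 sets as a term (limma adjusted p of 0.060 to 0.077). Retnla also had a limma adjusted p of 0.069 without a filter. Of the genes tested, 12.2% differed without overlap between the 4 AeEM and the 4 AeMM libraries, against 7.5% of simulated unchanged genes adjusted in the same way.

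**Figure D2:**
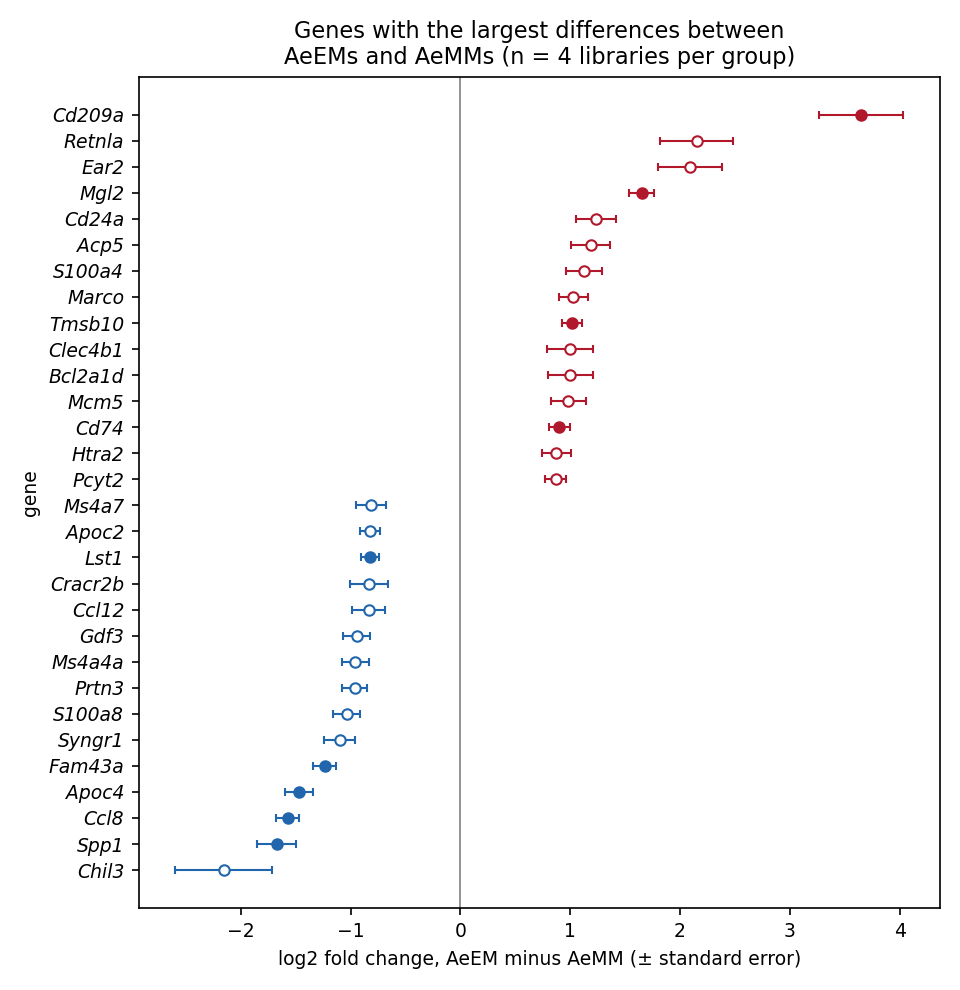
Genes with the largest differences between AeEMs and AeMMs among called genes that had a mean of at least 10 TPM in the higher group, no overlap between groups and no provisional or pseudogene symbol (immunoglobulin and T cell receptor segments left out), as the log2 fold change with its standard error (n = 4 libraries per group). Filled points also passed the threshold with the 3 sets of libraries as a term and open points did not; of these genes Cd209a is highest at 3.65 and Chil3 lowest at -2.16.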

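Of 9 MHC class II genes, 6 rose in AeEMs, none fell and 3 did not pass the test, and 9 were higher when adjusted over the list alone. With the 3 sets as a term 2 of the 9 passed, H2-Eb1 and Cd74. With the replicate number as a block, H2-Eb1 passed and Cd74 did not (limma adjusted p = 0.044 and 0.070). H2-Eb1 and Cd74 had log2 fold changes of 0.87 (standard error 0.07) and 0.90 (standard error 0.10), with limma adjusted p of 0.029 and 0.038 with the 3 sets as a term, and H2-Aa and H2-Ab1 had 0.63 and 0.65 (standard error 0.07 each), with 0.0501 for both in that fit. Ciita, the transcriptional activator of these genes (0.52), and H2-DMb1 (0.39) had limma adjusted p of 0.31 and 0.20 in that fit, and did not pass without AeEM replicate 1, 2 or 4 or AeMM replicate 1 or 2 (Ciita, 0.058 to 0.10) and without AeEM or AeMM replicate 2 (H2-DMb1, 0.061 each). The mean of the 9 genes was 0.94 (camera adjusted p = 2.2e-13, and adjusted p = 0.0147 with an estimated correlation), raised by H2-Oa (2.39) and H2-DMb2 (1.77). These 2 did not pass (limma adjusted p = 0.061 and 0.062). Without them, a choice made after seeing the data, the mean of the other 7 was 0.61 (camera adjusted p = 8.7e-12, and adjusted p = 0.036 with an estimated correlation). It was 0.49 in replicate 1, 0.69 in replicate 2 and 0.64 in replicates 3 and 4 together. With the 3 sets as a term and an estimated correlation, the adjusted p was 0.053 for the 9 genes and 0.10 for the 7. With the replicate number as a block and an estimated correlation, the camera adjusted p was 0.20 for the 9 genes. The list tests differed here. Limma's fry with the 3 sets as a term gave an adjusted p of 0.0036 for the 9 genes and 0.0041 for the 7. With the replicate number as a block, fry gave 0.0171 for the 9. The dendritic cell markers Cd209a and Itgax rose in AeEMs as well, 2 of 3 tested (3 higher when adjusted over the list alone), and Itgax did not pass with the 3 sets as a term (limma adjusted p = 0.11). Their list was higher by 2.06 on average (camera adjusted p = 7.7e-05, and adjusted p = 0.076 with an estimated correlation).
Of 17 cell cycle genes, 1 rose, the replicative helicase subunit Mcm5, and 16 did not pass the test (8 higher when adjusted over the list alone). All 17 had a positive log2 fold change, 0.46 on average (camera adjusted p = 5.7e-06, and adjusted p = 0.14 with an estimated correlation). Mcm5 had a log2 fold change of 0.98 (limma adjusted p = 0.018, and 0.15 with the 3 sets as a term, where none of the 17 passed), and a limma adjusted p of 0.065 without AeEM replicate 1 and 0.059 without AeMM replicate 1. Of 14 glycolysis and hypoxia genes, 3 rose, the glycolytic enzymes Eno1 (0.60), Pgam1 (0.43) and Aldoa (0.30), and 11 did not pass the test (5 higher and 1 lower when adjusted over the list alone). That list was 0.27 higher on average (camera adjusted p = 7.7e-05, and adjusted p = 0.14 with an estimated correlation). Pgam1 and Aldoa had limma adjusted p of 0.053 to 0.069 when AeEM or AeMM replicate 1 or 2 was left out, and Eno1, Pgam1 and Aldoa had 0.071, 0.19 and 0.23 with the 3 sets as a term.
Of 14 chemokine genes, Ccl8 and Ccl12 fell in AeEMs and 12 did not pass the test (2 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.051, 0.031 with the 3 sets as a term, and adjusted p = 0.25 with an estimated correlation). Ccl12 did not pass with the 3 sets as a term (limma adjusted p = 0.16), nor without 1 library other than AeEM replicates 3 and 4 (0.058 to 0.096). Of 22 genes of lipid handling and scavenging, Spp1, the scavenger receptor Stab1 (-0.70) and the receptor kinase Axl (-0.39) fell, the scavenger receptor Marco rose and 18 did not pass the test (1 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.058 and adjusted p = 0.24 with an estimated correlation). Stab1 had a limma adjusted p of 0.060 with the 3 sets as a term and Axl one of 0.27, and Axl did not pass without 1 library other than AeEM replicate 4 or AeMM replicate 3 (0.056 to 0.11). Of 13 genes of large peritoneal macrophages, the resident macrophages of the cavity, Serpinb2 rose by 1.58 (limma adjusted p = 0.0086, and 0.071 with the 3 sets as a term) and 12 did not pass the test, among them Prg4 at 1.68 (4 higher and 1 lower when adjusted over the list alone). The list had a camera adjusted p of 0.17.

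**Figure D3:**
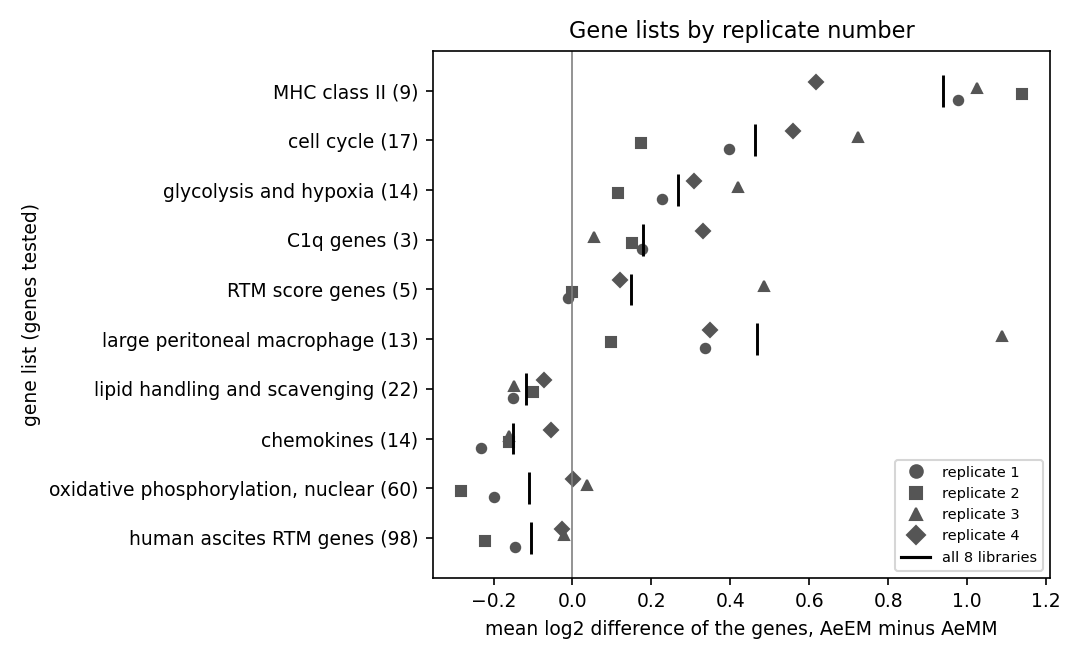
Mean log2 difference, AeEM minus AeMM, of the genes of 10 lists for each replicate number, with the number of genes tested in parentheses. Points of 4 shapes are the replicate numbers and vertical bars the mean over all 8 libraries; the mean of the 9 MHC class II genes lies between 0.62 and 1.14 for all 4 numbers.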

Of note, we observed that ascites-enriched RTMs expressed lower levels of *CD74* and HLA-II related genes than monocyte-derived AeMs, contrary to the observations of TeMs (Extended Data Fig. 7g), likely reflecting the different ontogeny of RTMs in ascites and tumor tissues. Furthermore, we compared the differences between RTMs distributed in tumor and ascites. Ascites-enriched RTMs (M09 and M14) exhibited specific enrichment of oxidative phosphorylation and metabolic-related pathways, whereas tumor-enriched RTMs (M10) significantly upregulated immune response and immune cell migration pathways (Extended Data Fig. 7i). Notably, RTMs in ascites also showed specific high expression of CCL2, which mediates the recruitment of *CCR2*^+^ monocytes^45^. Taken together, our analyses establish the connections between macrophage ontogeny-specific features and their various functions in tumor growth. Further studies will be needed to fully discriminate macrophage ontogeny and to attribute the specific functional profile of these macrophages to their ontogenies.

### Stromal cells contribute to shaping the ascites TME

For nonimmune cells, we first dissected the gene signatures and tissue distributions of all 19 stromal clusters revealed in this study (Fig. 6a,b and Extended Data Fig. 8a–c), including 9 fibroblast clusters (*COL1A2*^+^ *PDGFRA*^+^), 4 mesothelial cell (MC) clusters (*MSLN*^+^*UPK3B*^+^), 4 clusters of pericytes (*CSPG4*^+^*TRPC6*^+^) and 2 vascular smooth muscle cell clusters (*MYH11*^+^*CNN1*^+^)^46,47^. Among MCs, *DES*^+^ MC (S11) was the dominant stromal cluster in ascites (Fig. 6b,c), which was confirmed by multicolor immunohistochemistry (Fig. 6d). In contrast, *VCAN*^+^ MCs (S13) were highly enriched in Met.Ome (Fig. 6b and Extended Data Fig. 8b,c). It has been shown previously that MCs undergo morphological changes and detach from the peritoneal surface during OC peritoneal metastases^16^. We therefore compared the expression levels of cell-adhesion-associated genes (*CD44*, *ICAM1*, *ITGAV*, *ITGB1*, *ITGB8*, *VCAM1*, *VCAN*, *CADM3* and *CLDN1*) in tumor-derived MCs and found the lowest expression in *DES*^+^ MCs (Fig. 6e and Extended Data Fig. 8d), suggesting that *DES*^+^ MCs were more likely to fall off into the ascites from tumor tissues. Meanwhile, we observed a significantly decreased cell adhesion potential of MCs in Met.Ome compared to that in Pri.OT (Fig. 6f). These analyses indicated that the loss of cell–cell adhesions could be a reason for MCs to shed from the omentum into ascites, which provides a favorable condition for tumor cell metastasis and colonization.

**Fig. 6:**
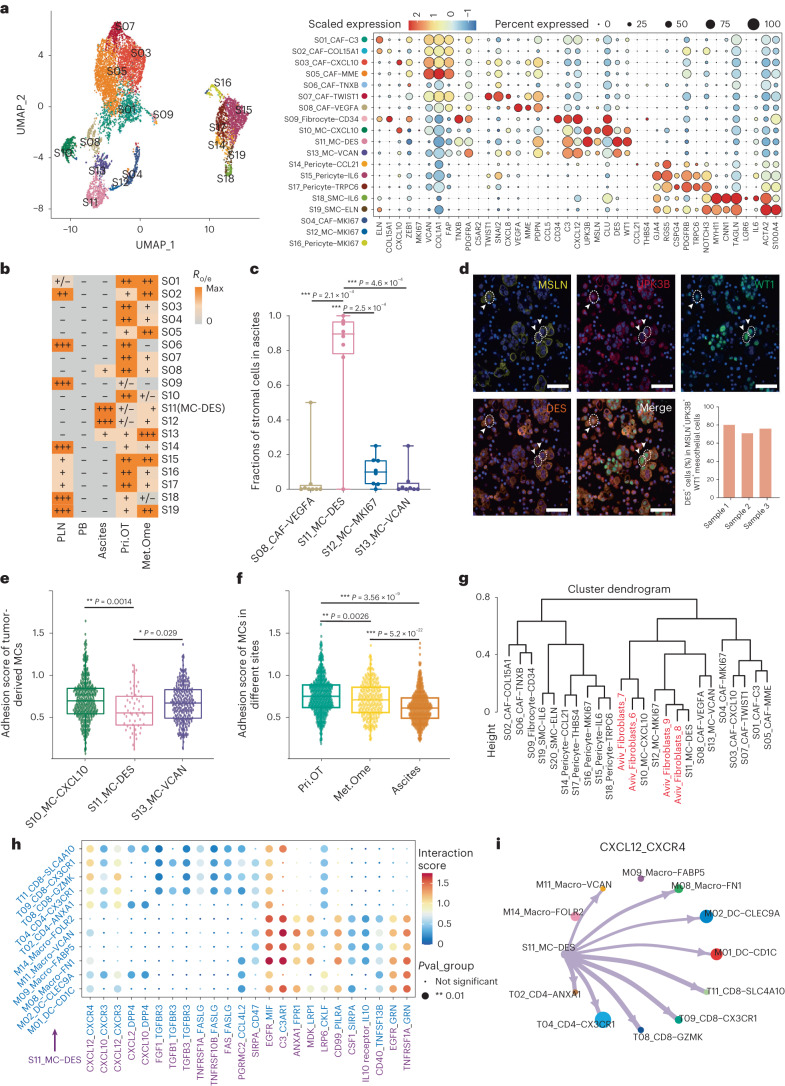
Characterization of stromal cell clusters of HGSOC, especially *DES*^+^ mesothelial cells in ascites. **a**, UMAP projection of 19 stromal cell clusters colored by clusters (left) and heat map showing expressions of selected genes across indicated clusters (right). **b**, Tissue preference of each stromal cell cluster estimated by the ratio of observed to expected cell numbers (R_o/e_). **c**, Frequency of each ascites-enriched stromal cell cluster as a proportion of all stromal cells in ascites, *n* = 8 ascites samples were analyzed. Center line indicates the median value, bottom and top hinges represent the 25th and 75th percentiles, respectively and whiskers indicates min to max. *P < 0.05, **P < 0.01, ***P < 0.001, unpaired two-sided *t*-test. **d**, Representative example of ascites cell precipitation from one patient with HGSOC stained by multicolored immunohistochemistry and the corresponding quantification plot. Original magnification, ×20; scale bar, 50 μm. *n* = 3 individual patient samples were examined independently. **e**,**f**, Bar plots showing the geometric mean expression levels of adhesion-associated genes in three mesothelial cell clusters from a total of *n* = 14 HGSOC tumor samples (**e**) or in all mesothelial cells in *n* = 10 primary tumor, *n* = 4 omentum metastasis and *n* = 8 ascites from ten patients with HGSOC, respectively (**f**). Center line indicates the median value, bottom and top hinges represent the 25th and 75th percentiles, respectively and whiskers denote 1.5 × interquartile range. *P < 0.05, **P < 0.01, ***P < 0.001, two-sided Wilcoxon test. Each dot corresponds to a single cell. **g**, Hierarchical clustering comparing the similarity of stromal cell clusters in our dataset with those reported in OC ascites by Aviv. The clusters in black font were detected in our dataset. **h**, Bubble heat map showing the mean interaction strength for selected ligand–receptor pairs between *DES*^+^ mesothelial cells and various immune cell clusters. Dot size indicates *P* value generated by permutation test, colored by interaction strength levels. *DES*^+^ MCs were cells providing ligands. **i**, Chord diagram showing predicted cell–cell interactions of CXCL12*–*CXCR4 ligand pair between *DES*^+^ mesothelial cells and various immune cell clusters in ascites. The arrow width indicates the interaction strength levels. For **a**,**b**,**h**,**i**, all *n* = 31 HGSOC samples were analyzed. Source data

Notably, *DES*^+^ MCs showed high expression of *CXCL12, CXCL13* and *CXCL16* (Extended Data Fig. 8e), reminiscent of the recently reported immunomodulatory cancer-associated fibroblasts (CAFs) identified in ascites^15^. By integrating our dataset with that of CAFs in OC ascites, we further confirmed the similarities between *DES*^+^ MCs in our study and the immunomodulatory CAFs^15^ (Fig. 6g and Extended Data Fig. 8f). We also observed that *DES*^+^ MCs had high potential to extensively interact with memory T cells and macrophages (Fig. 6h,i). One of the significantly enriched ligand–receptor pairs was CXCL12–CXCR4, which is associated with recruitment of immune cells^48^. This could help explain the underlying reasons for the abundance of immune cells in ascites and the inflammatory milieu of ascites. *DES*^+^ MCs were also predicted to interact with macrophages and MAIT cells via C3-C3AR1 (ref. ^49^), which would lead to the further recruitment of these cells to enhance the inflammatory response in ascites (Fig. 6h). Taken together, the results indicate that *DES*^+^ MCs might constitute a key cellular component that plays an important role in the regulation of inflammatory and immune responses in OC ascites.

### Endothelial cell phenotypes associated with chemotherapy response

Among all endothelial cells, E07 and E08 were annotated as lymphatic endothelial cells based on the expression of canonical marker *PROX1* (ref. ^50^), whereas other clusters were identified as vascular endothelium (Fig. 7a and Extended Data Fig. 9a). It has been reported that tumor angiogenesis mainly undergoes two alternate processes, including vessel sprouting by migrating tip endothelial cells and sprout elongating^51^, suggesting that the tip cells could accelerate angiogenesis whereas other endothelial cells were relatively more static. Here, cluster E03 showed high expression of genes associated with endothelial cell migration and matrix remodeling^50^ (Fig. 7b and Extended Data Fig. 9b), resembling the tip cells detected in lung tumor, which indicated poor prognosis of patients^50^.

**Fig. 7:**
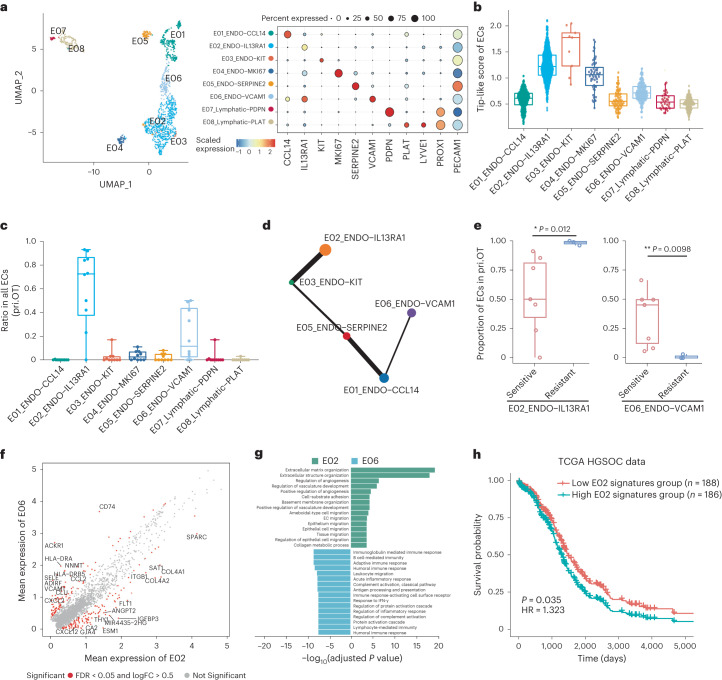
Characterization of endothelial cell phenotypes within two tumor sites in HGSOC. **a**, UMAP projection of eight endothelial cell clusters colored by clusters (left) and heat map showing expression patterns of selected genes across indicated clusters (right). **b**, Bar plot showing the geometric mean expression levels of tip-like genes (referred to in Extended Data Fig. 9b) in eight endothelial cell (EC) clusters. Each dot corresponds to a single cell. Center line indicates the median value, bottom and top hinges represent the 25th and 75th percentiles, respectively and whiskers denote 1.5 × interquartile range. **c**, Frequency of each endothelial cluster as a proportion of all endothelial cells in *n* = 10 primary tumor samples from ten patients with HGSOC. The center line indicates the median value, bottom and top hinges represent the 25th and 75th percentiles, respectively and whiskers indicates min to max. Each dot corresponds to one sample. **d**, PAGA analysis of endothelial cells. Each dot represents a cell cluster. **e**, Frequency of E02 (left) and E06 (right) cluster as a proportion of all endothelial cells in ten primary tumor samples from *n* = 7 platinum-sensitive and *n* = 3 platinum-resistant patients. Center line indicates the median value, bottom and top hinges represent the 25th and 75th percentiles, respectively and whiskers denote 1.5 × interquartile range. *P < 0.05, **P < 0.01, ***P < 0.001; two-sided *t*-test. **f**, Differentially expressed genes between E02 and E06 cluster. *P* value < 0.05; two-sided Wilcoxon test adjusted by the BH procedure; log_2_(FC) > 0.5. **g**, Differentially activated pathways between E02 and E06 cluster. GO, adjusted *P* value by the BH procedure <0.05. **h**, The Kaplan–Meier overall survival curves of patients with HGSOC grouped by the gene signature expression of *IL13RA1*^+^ ENDO cells. HR, hazard ratio. Multivariate Cox regression. *P* value was determined by Kaplan–Meier survival curves and log-rank test. For **a**,**b**,**d**,**f**,**g**, all *n* = 31 samples from ten patients with HGSOC were used for analysis. Source data

Further deciphering the transcriptional trajectories of endothelial cells using PAGA, we found that *IL13RA1*^+^ E02 and *VCAM1*^+^ E06, two major endothelial cell clusters in tumor tissues, exhibited unique features (Fig. 7c,d). We observed that *IL13RA1*^+^ E02 showed closer connectivity with the tip-like cells (E03) and upregulated tip cells signatures, whereas *VCAM1*^+^ E06 were positioned at another branch (Fig. 7b,d and Extended Data Fig. 9b). Notably, the proportion of *IL13RA1*^+^ E02 was significantly increased in Pri.OT samples of nonresponsive patients, whereas *VCAM1*^+^ E06 was depleted in Pri.OT samples of platinum-resistant patients (Fig. 7e). Moreover, *IL13RA1*^+^ E02 expressed higher levels of *SPARC*, *COL4A1*, *COL4A2*, *ANGPT2* and *ITGB1* (Fig. 7f), genes involved in vasculature development, epithelial cell proliferation and migration pathways (Fig. 7g), suggesting that *IL13RA1*^+^ E02 could contribute to chemotherapy resistance by promoting tumor angiogenesis and migration. In contrast, *VCAM1*^+^ E06 showed preferential expression of HLA-II related molecules and *ACKR1*, a marker of venular endothelium and with a known role in adhesive leukocyte-endothelial interactions^52^ (Fig. 7f,g), indicating that *VCAM1*^+^ E06 might assist lymphocytes infiltration and participate in antigen processing and presentation to enhance the chemotherapy sensitivity. Therefore, we hypothesized that the relative proportions of *IL13RA1*^+^ versus *VCAM1*^+^ endothelial cells might serve as a biomarker to predict the benefit from chemotherapy. Furthermore, we also examined whether *IL13RA1*^+^ and *VCAM1*^+^ endothelial clusters were associated with the long-term prognosis of HGSOC patients using data from The Cancer Genome Atlas (TCGA). We found that patients highly expressing the top 20 signature genes of *IL13RA1*^+^ E02 had shorter overall survival (Fig. 7h), further confirming their functions in tumor angiogenesis; however, signature genes of *VCAM1*^+^ E06 were not significantly correlated with clinical outcomes of patients with HGSOC (Extended Data Fig. 9d). We also used another independent microarray dataset to validate these results (Extended Data Fig. 9e,f).

### MAIT in ascites as potential predictors of platinum response

It has been reported that ascites accumulated in patients with OC is associated with chemotherapy response and prognosis^5^. Here, we further investigated the distinct compositions of the ascites microenvironment between responsive and nonresponsive patients. Based on the linear model analysis of all ascites-derived T cells using Milo, we noticed that MAIT cells were highly enriched in ascites of responsive patients before therapy, which was supported by the R_o/e_ data (Fig. 8a,b). It has been reported that MAIT cells could accumulate and function in the peritoneal cavity during a pathological process or in the tumor tissues^53,54^. In our study, MAIT cells were mainly detected in PB and ascites (Fig. 2b). We were able to detect 50 unique shared TCR clones between ascites- and blood-derived MAIT cells (Fig. 8c), suggesting PB as a potential source of ascites MAIT cells. Moreover, ascites-enriched MAIT cells upregulated homing receptors CXCR3 and CXCR4, which bind to CXCL12 and CXCL10, molecules upregulated by other ascites-enriched cells (such as cDC1 and *DES*^+^ MC) (Fig. 8d–f), further supporting the chemotaxis of MAIT cells. Ascites-enriched MAIT cells also showed preferential expression of genes related to cell activation (*TMIGD2*, *CCL4* and *CCL5*) (Fig. 8d,e), suggesting an activated status. We next compared the characteristics of ascites-enriched MAIT cells from responsive and nonresponsive patients. MAIT cells captured from responsive patients overexpressed genes associated with T cell activation, such as *ZFP36*, *JUN*, *DUSP1*, *NCR3* and *KLRB*^55–57^, whereas MAIT cells of nonresponsive patients highly expressed genes related to immunosuppression such as *LAG3* and *IFITM3* (Fig. 8g), suggesting that MAIT cells in ascites from patients with HGSOC with different responses to chemotherapy also exhibited different functions and phenotypes. Altogether, these results indicated that immune-activated MAIT cells might help patients benefit from chemotherapy, whereas MAIT cells in ascites of nonresponsive patients were more likely to be dysfunctional. Furthermore, the levels of activated MAIT cells in ascites could be a useful and noninvasive predictor of effective responses to chemotherapy.

**Fig. 8:**
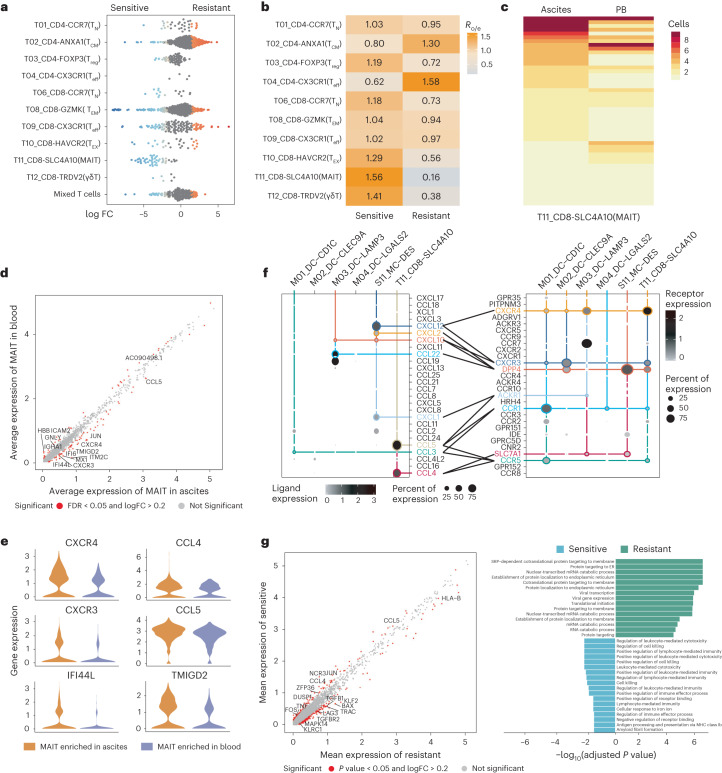
MAIT cells in ascites predict the chemotherapy efficacy of patients with HGSOC. **a**, UMAP plot showing the distribution preference of MAIT cells in eight ascites samples from *n* = 6 platinum-responsive and *n* = 2 nonresponsive patients as calculated by Milo. Each dot represents a single cell. **b**, The treatment-sensitivity preference (responsive or nonresponsive to platinum-based chemotherapy) of each T cell cluster estimated by R_o/e_ score. *n* = 8 ascites samples from *n* = 6 platinum-responsive and *n* = 2 nonresponsive patients with HGSOC were used for analysis. **c**, The distribution of clonal clonotypes within the MAIT cluster in ascites and PB. Each row represents an individual clonotype. **d**, Volcano plot showing differentially expressed genes between MAIT cells in ascites versus PB. Genes, *P* value < 0.05, two-sided Wilcoxon test adjusted by the BH procedure; log_2_(FC) > 0.2. **e**, Violin plots showing the expression levels of selected genes in MAIT cells derived from ascites and PB. **f**, Dot plot showing the mean interaction strength for selected ligand–receptor pairs among major immune and stromal cell clusters in ascites. *n* = 8 HGSOC ascites samples were analyzed. Dot size indicates percentage of ligand–receptor expression in cells of one cluster, colored by average ligand–receptor expression levels. **g**, Differentially expressed genes (left) and differentially activated pathways (right) between ascites-derived MAIT cells of *n* = 6 responsive versus *n* = 2 nonresponsive patients with HGSOC. SRP, signal recognition particle; ER, endoplasmic reticulum. Genes, *P* value < 0.05, two-sided Wilcoxon test adjusted by the BH procedure; log_2_(FC) > 0.2. Pathways, GO, adjusted *P* value by the BH procedure < 0.05. For **c**–**e**, all *n* = 8 ascites sample and *n* = 5 blood samples from patients with HGSOC were used for analysis. Source data

## Discussion

Despite the usage of platinum-based chemotherapy and improved survival, most patients with advanced OC undergo relapse due to chemotherapy resistance^58^. Here, we applied scRNA-seq to five tissue types of 14 patients with OC with different sensitivities to chemotherapy and systematically dissected the complexity of TME as well as the connections among five tissues. Our analyses revealed that ascites-derived *GZMK*^+^ T_EM_, resembling the previously reported ‘pre-exhausted’ CD8^+^ T cells within tumors^11,13,25^, might be a major source of tumor-infiltrating T_EX_ cells. These findings suggest that ascites-derived memory T cells could migrate into tumor sites, acting as an additional important cell pool for TILs. As reported, pre-exhausted *GZMK*^+^ T subpopulation were regarded as pre-activated T cells which would accumulate in responsive lung cancer and melanoma tumors following immune-checkpoint-based treatment^11^. We suspected that accelerating the migration of ascites-derived *GZMK*^+^ T_EM_ cells into tumor sites could be a potential therapeutic strategy for OC. Moreover, we identified the proportions of MAIT cells in ascites as a potential predictive index in response to chemotherapy. Thus, our work on ascites-enriched T cells inspires us to rethink the functions of malignant ascites in shaping the tumor microenvironment. Future studies will be needed to fully understand the functional roles of these ascites T cells.

Here, we found that cDCs exhibited specific ascites-enriched distribution patterns in OC. We hypothesized that the presence of cDCs in ascites might serve as a potential source of *LAMP3*^+^ DCs in tumor tissues as we found in T cells, which require additional in vivo lineage-tracing validation. Moreover, it has been shown that macrophages were highly heterogeneous in the tumor TME^59^. We identified that macrophages of different origins and phenotypes coexisted within the ovarian tumor and ascites, with TeMs functioning in immune regulation and AeMs being more pro-inflammatory. RTMs in tumor tissues have been reported to provide a pro-tumorigenic niche in lung cancer and the omentum of ovarian tumors^60^. Our data also indicated the potential function of tumor regulation and monocyte recruitment of ascites-enriched RTMs.

Ultimately, we identified specific populations of stromal cells playing important roles in tumor progression, such as *DES*^+^ mesothelial cells in ascites and *IL13RA1*^+^ endothelial cells in tumor site. Our findings reveal that ascites-enriched *DES*^+^ MCs could help remold the microenvironment of ascites through recruiting T cells and macrophages via CXCL12–CXCR4. The chemokine CXCL12 is known to be expressed by CAFs and binds to the receptor CXCR4, mediating the recruitment of immune cells in tumors^13^. Further, *IL13RA1*^+^ endothelial cells exhibited tip-like signatures involved in angiogenesis and were significantly enriched in platinum-resistant patients. Navigating tip cells usually lead the way during vessel sprouting, which could facilitate tumor progression and implies a worse prognosis^50^. These observations suggest that the abundance of *IL13RA1*^+^ tip-like endothelial cells might activate angiogenesis and further influence chemotherapy resistance.

In conclusion, we depicted a comprehensive atlas of the OC microenvironment and revealed the connections between ascites and two tumor sites. Our work provided additional insights into the biological factors that help remodel the OC TME and identified specific cell subpopulations that might serve as potential predictive markers for chemotherapy and prognostic markers of long-term survival, as well as new therapeutic targets or strategies for overcoming platinum resistance and immune suppression.

## Methods

This study complies with all relevant ethical regulations and was approved by the Ethics Committee of Xinhua Hospital Affiliated to Shanghai Jiaotong University School of Medicine and Fudan University Shanghai Cancer Center. Written informed consent was provided by all participants.

### Human specimens

Fourteen patients pathologically diagnosed with OC were enrolled in this study for single-cell sequencing. None of the patients had an autoimmune disorder or a history of previous cancer. Only one patient diagnosed with undifferentiated OC was treated with adjuvant chemotherapy. The disease stages of these patients were classified according to the 2018 International Federation of Gynecology and Obstetrics staging system. Fresh samples including primary ovarian tumor, omentum metastatic tumor, PLNs, malignant ascites and PB were obtained from the patients during surgery. The patients received upfront debulking surgery followed by at least six courses of platinum-based chemotherapy. Platinum resistance was defined as progression within 6 months after the last treatment course. Patients HGSOC3, HGSOC6, HGSOC7 and ECO1 were platinum-resistant (nonresponsive), whereas the other patients, except UOC1 were platinum sensitive (responsive). Patients ranged in age from 43 to 82 years old, with a median age of 62 years. Five more patients pathologically diagnosed with HGSOC (patients HGSOC11–HGSOC15) were enrolled in this study for flow cytometry analysis of T cells. The available clinical metadata of these patients are summarized in Supplementary Table 1.

### In vivo mouse models

All animal experiments were approved by the Institutional Animal Care and Use Committee of the Model Animal Research Center, Xinhua Hospital, Shanghai Jiaotong University School of Medicine and were performed in compliance with the guidelines for the care and use of laboratory animals. The maximal tumor burden was not exceeded for mouse tumor experiments on the requirement of our ethics committee. All Ms4a3^TdT^ fate-mapping C57BL/6 mice were female and sourced from Florent Ginhoux Laboratories in Shanghai Institute of Immunology. All mice were provided with water and food and maintained in a pathogen-free facility (12-h light–dark cycle, room temperature at 20–4 °C and relative humidity kept at 45–65%) at the Model Animal Research Center, Xinhua Hospital, Shanghai Jiaotong University School of Medicine. Mice were given an intraperitoneal injection with 10^6^ ID8 cells in 500 µl sterile PBS (pH 7.4) to mimic the peritoneal spread of epithelial ovarian cancer when 4–5 weeks old. Details of cell lines are shown in Supplementary Table 6. For flow cytometry studies and bulk RNA-seq, bloody malignant ascites was collected 65 d after injection of tumor cells.

### ScRNA-seq data generation

Fresh tumor and lymph node samples were cut into approximately 1-mm^3^ pieces in RPMI-1640 medium (Invitrogen) with 10% fetal bovine serum (FBS; Gibco) and enzymatically digested with a MACS Tumor Dissociation kit (Miltenyi) for 30 min using a gentleMACS Octo Dissociator (Miltenyi) at 37 °C. Dissociated cells were subsequently passed through a 70-μm cell strainer (BD) and centrifuged at 400*g* for 10 min. The pelleted cells were then resuspended in red blood cell lysis buffer (Miltenyi) and incubated on ice for 5 min to lyse red blood cells. After washing twice with PBS (Invitrogen), cell pellets were resuspended in RPMI-1640 medium supplemented with 10% FBS. PB mononuclear cells were isolated using a leukocyte separation solution (Sigma-Aldrich) according to the manufacturer’s instructions. Malignant ascites samples were collected in 50-ml conical tubes (BD), followed by centrifugation for 10 min at 400*g*. The remaining pellet was washed twice with PBS and any residual red blood cells were lysed using the above-mentioned procedure. The concentration of single-cell suspensions was adjusted to about 500–1,200 cells per μl. Then, single-cell gene expression and immune repertoire measurements were conducted using the Chromium Single Cell V(D)J Reagent kit (10x Genomics) following the manufacturer’s instructions. All subsequent steps were performed following the standard manufacturer protocols. Completed libraries were sequenced on an Illumina NovaSeq6000 system.

### ScRNA-seq data processing

Low-quality cells were filtered out if cells had fewer than 200 genes expressed or >10% unique molecular identifiers (UMIs) linked to mitochondrial genes. The gene expression matrices of the remaining cells were generated with log normalization and linear regression using the NormalizeData and ScaleData functions of the Seurat package (v.3.1.4). Cells with expression of more than one major cell marker were considered as doublets and removed from each cluster individually. The remaining cells that passed the filtering criteria were considered single cells. We also identified 2,010 platelets with high expression of *pro-platelet basic protein*. Almost all platelets were found in PB mononuclear cell samples and they are not discussed in this study. For visualization, the dimensionality of each dataset was further reduced using UMAP with the Seurat function Run-UMAP. The principal components (PCs) used to calculate the embedding were the same as those used for clustering.

### Unsupervised clustering and identification of cell subpopulations

After the main cell populations were identified by first-run clustering, we ran the Seurat pipeline for a second time. Unwanted effects caused by percentage of mitochondrial UMI counts were removed by regression in this run. The selection of the resolution on the characteristics of each dataset and the top *n* PCs from principal-component analysis were used for identification of clusters. For T lymphocytes, we performed extra batch correction across different samples with Harmony (v.1.0) at the default settings. Small clustering groups with expression of dual-lineage signatures, including *EPCAM–PECAM1–CD3D*, *EPCAM–CD79A*, *PECAM1–CD79A* and *CD79A–CD3D*, were removed from downstream analysis. For other cell types, we did not conduct any batch correction as no obvious clustering bias using raw transcripts per million-like expression data would affect our downstream analyses. Supplementary Table 5, showing the distribution of cell subclusters in five tissues and patients with HGSOC, was provided as diagnostic data to ensure that none of the clusters would arise from individual tissues or patients.

### Identification and analysis of malignant cells with CNV estimation

Copy number variation (CNV) for individual cells was estimated using inferCNV (v.1.2.1) with a 100-gene sliding window. The method to use for smoothing was pyramidal. Genes with an average read count <0.1 among reference cells were filtered when running inferCNV. Endothelial cells, stromal cells, lymphoid cells and myeloid cells were used to define the reference. Epithelial cells were used for the observations. Downsampling was conducted for both the reference and observations to increase the speed of analysis. Epithelial cells were classified to malignant cells using a similar method previously described by Wu et al.^61^

### Tissue distribution of clusters

We calculated the R_o/e_ for each cluster in different tissues to quantify the tissue preference of each cluster^18,25^. The expected cell numbers for each combination of cell clusters and tissues were obtained from the chi-squared test. One cluster was identified as being enriched in a specific tissue if R_o/e_ > 1. For most clusters, we used the R_o/e_ index (+++, R_o/e_ > 3; ++, 1 < R_o/e_ ≤ 3; +, 0.2 ≤ R_o/e_ ≤ 1; +/−, 0 < R_o/e_ < 0.2; and −, R_o/e_ = 0) to define the cluster preference in a specific tissue. Furthermore, when analyzing the association between each T cell subset and treatment responses to platinum-based chemotherapy, we applied miloR (v.1.5.0), a differential abundance testing framework based on *K-*NN graphs and generalized linear models^62^.

### TCR analysis

The TCR sequences for each single T cell from 10x Genomics were processed using CellRanger (v.3.0.2) with the manufacturer-supplied human VDJ reference genome ‘GRCh38-alts-ensembl’. If two or more cells had the same identical α/β chain pair, the α/β chain pair were identified as clonal TCRs and these T cells were considered to originate from the same clonotypes, identified as clonal cells. After integrating TCR results with the gene expression data of 10x Genomics data, we identified TCR α/β-chain pairs for 59,334 cells. We then presented three STARTRAC indices to analyze different aspects of T cells based on paired single-cell transcriptomes and TCR sequences using STARTRAC (v.0.1.0) as previously described^18^. STARTRAC-expa, STARTRAC-migr and STARTRAC-tran are designed to measure the degree of clonal expansion, tissue migration and state transition of T cell clusters upon TCR tracking, respectively. The MAIT cells (T11) and γδT cells (T12) were not included in these types of analyses because they have distinct TCRs.

### Developmental trajectory inference

#### PAGA

To characterize the developmental origins of CD4^+^ and CD8^+^ T cells, respectively, we performed the partition-based graph abstraction method PAGA^23^, a part of the single-cell analysis package Scanpy (v.1.7.2) in Python (v.3.6.13)^63^, to infer the potential differential trajectory. Moreover, we used PAGA to assess the most likely trajectories of cell progression among endothelial cells in OC. The computations were carried out using default parameters. The edge connectivity between each subpopulation node for all edges are further compared by using an unpaired two-sided Student’s *t*-test.

#### Palantir

We also applied Palantir^24^ to complement the trajectory analysis using default parameters.

### Comparison dendrograms for similarity analysis of clusters

For an unsupervised comparison of the myeloid clusters identified from multiple datasets, we identified the top 2,000 highly variable genes across different clusters, calculated the mean expression of these genes in each cluster and performed hierarchical clustering using the distance defined as (1 − Pearson correlation coefficient)/2. Here, we used the batch-corrected expression value from the CCA function of the Seurat package. For comparison of stromal cell clusters reported in OC ascites^15^ and that detected in ascites in our study, we used the top 1,000 highly variable genes.

### Differential expression and Gene Ontology enrichment analysis

The significantly overexpressed marker genes for clusters were identified using the FindAllMarkers() function of Seurat. Genes with adjusted *P* value < 0.05 by Wilcoxon rank-sum test were defined as cluster-specific signature genes. For two different clusters, we used the Wilcoxon test to evaluate the significance of each gene, with multiple hypothesis correction using the BH procedure. Genes with adjusted *P* value <0.05 were considered as differentially expressed genes that were further used for GO enrichment analysis with the clusterProfiler package (v.3.14.3). GO terms with adjusted *P* values <0.05, using the BH procedure, were considered significant.

### RTM phenotype analysis

To identify the origins of macrophages enriched in tumors and ascites, we used a panel of genes associated with tissue-resident macrophages/monocytes to define the signature of macrophages in our study. The RTM/monocyte-like phenotype of each macrophage cluster was defined as the mean expression of gene signatures. *P* values were measured by two-sided *t*-test using Rstatix (v.0.7.0).

### Cell–cell interaction analysis

We used cellphoneDB (v.3.0.0)^64^ based on cellphoneDB database v.2.0.0 to infer cell–cell interactions of selected ligand–receptor pairs between tumor-enriched macrophages and T cell subsets, *DES*^+^ mesothelial cells and indicated immune cell subsets, as well as DC clusters and MAIT cells. The potential interaction strength between two cell subsets was predicted based on the expression of ligand–receptor pairs. The enriched ligand–receptor interactions between two cell subsets were calculated based on a permutation test. We extracted significant ligand–receptor pairs with a *P* value <0.01.

### Survival analysis

The TCGA OC data and microarray data of GSE9891, GSE19829 to GPL8300 were used to evaluate the prognostic performance of gene sets derived from different EC clusters. We used the mean expression of signature genes for distinct cell clusters to evaluate the enrichment of corresponding EC types in patients diagnosed with HGSOC. Specifically, for *IL13RA1*^+^ and *VCAM1*^+^ EC clusters, we used the top 20 differentially expressed genes of these two clusters as signature genes to define their signatures, (provided in Source Data Fig. 7f). We performed survival analysis using the Cox proportional hazards model implemented in the R package survival (v.3.2.3) to correct patient age and plotted Kaplan–Meier survival curves using the R function ggsurvplot.

### Flow cytometry

Fresh human tumor samples were cut into approximately 1-mm^3^ pieces in RPMI-1640 medium (Invitrogen) with 10% FBS (Gibco) and enzymatically digested with the MACS Tumor Dissociation kit (Miltenyi) for 30 min using a gentleMACS Octo Dissociator (Miltenyi) at 37 °C. Dissociated cells were subsequently passed through a 70-μm cell strainer (BD) and centrifuged at 400*g* for 10 min. The pelleted cells were then resuspended in red blood cell lysis buffer (Miltenyi) and incubated on ice for 5 min to lyse red blood cells. After washing twice with PBS (Invitrogen), cell pellets were resuspended in FACS buffer and kept on ice until staining. Human ascites samples were collected in 50-ml conical tubes (BD) and mouse ascites samples were collected by syringe extraction from terminally anesthetized mice. The samples were centrifuged at 400*g* for 10 min to obtain cell precipitation. The pelleted cells were then lysed using the above-mentioned procedures. After washing twice with PBS (Invitrogen), cell pellets were resuspended in FACS buffer and keep on ice until staining. Antibodies used to analyze T cells included PerCP-conjugated CD45 (1:200 dilution, Invitrogen), BV570-conjugated CD3 (1:100 dilution, BioLegend), SFV430/780-conjugated CD4 (1:100 dilution, Yuanqi), PerCP-iF710-conjugated CD8 (1:100 dilution, Yuanqi), BV480-conjugated CD25 (1:100 dilution, BD), PE-Cy5-conjugated CD127 (1:100 dilution, BioLegend) and SB702-conjugated PD-1 (1:100 dilution, Invitrogen). Antibodies used to gate macrophages in mouse ascites included BV510-conjugated CD45 (1:200 dilution, BD), BV785-conjugated Ly6G (1:200 dilution, BD), PerCP-Cy5.5-conjugated CD11b (1:200 dilution, BD), BV650-conjugated F4/80 (1:200 dilution, BioLegend), BV421-conjugated TIM4 (1:200 dilution, BD), PE-CY7-conjugated CD163 (1:200 dilution, BioLegend) and 7AAD Viability Staining Solution (BD). The tdTomato signal was detected via the PE channel. Cells were maintained at 4 °C and analyzed on Cytek Aurora flow cytometer (Cytek Biosciences). Data were collected in SpectroFlo (v.3.0.0) and analyzed in FlowJo (v.10.6.2). Gating strategies of T cells are shown in Extended Data Fig. 10a–c and gating strategies for macrophages used for proportion analysis are presented in Extended Data Fig. 10d.

### Bulk RNA-seq data generation and analysis

FACS analysis was used to isolate macrophages with or without tdTomato signals from mouse malignant ascites, performed on a BD Aria III instrument. Antibodies used in this section were APC/cyanine7-conjugated CD45 (1:200 dilution, BD), FITC-conjugated Ly6G (1:200 dilution, BioLegend), PE/cyanine7-conjugated Siglec F (1:200 dilution, Invitrogen), BV785-conjugated Ly6C (1:200 dilution, BioLegend), BV650-conjugated CD11b (1:200 dilution, BioLegend), Alexa Fluor 647-conjugated F4/80 (1:200 dilution, BioLegend) and 4,6-diamidino-2-phenylindole (Invitrogen). Expression levels of these molecules were gated by their negative controls of unstained cells and positive controls of cells stained by each antibody. Expression levels of tdTomato were gated by negative controls of wild-type mice without tdTomato signals. Gating strategies are presented in Extended Data Fig. 10e. Based on FACS analysis, macrophages were sorted into 96-well plates (Axygen) chilled to 4 °C, prepared with lysis buffer with 1 μl 10 mM dNTP mix (Invitrogen), 1 μl 10 μM Oligo dT primer, 1.9 μl 1% Triton X-100 (Sigma) and 0.1 μl 40 U μl^−1^ RNase Inhibitor (Takara). The cell lysates were sealed and stored frozen at −80 °C immediately. Transcriptome amplifications were performed according to protocol. The External RNA Controls Consortium spike-in controls (Ambion; 1:4,000,000 dilution) were added into each well before reverse transcription. Amplified cDNA products were purified with Agencourt XP DNA beads (Beckman). Quality control (QC) was performed following the first round of purification, which included the detection of *GAPDH* by qPCR and fragment analysis by Fragment Analyzer (AATI). For single-cell samples of high quality after QC (cycle threshold < 30), the DNA products were further purified with 0.5× Agencourt XP DNA beads and the concentration of each sample was quantified using Qubit HsDNA kits (Invitrogen). Multiplex (384-plex) libraries were constructed and amplified using the TruePrep DNA Library Prep Kit V2 for Illumina (Vazyme Biotech). The libraries were then purified with Agencourt XP DNA beads and pooled for quality assessment by Fragment Analyzer. Purified libraries were then analyzed by an Illumina Hiseq 4000 sequencer with 150-bp paired-end reads. Fastp was used to get the clean reads. Read mapping was performed using STAR (Bulk RNA-seq, v.2.7.2a) using the mouse reference genome (mm10). 

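The values counted per gene reach the deposited table as log2(TPM + 1). The conversion to TPM, the log and any step between libraries are not described in the paper's text. Genes without signal share a single value within a set of libraries instead of lying at 0. In replicate 1, 4108 genes had the same value in the AeEM and the AeMM library, in replicate 2 there were 5187 such genes, and in replicates 3 and 4 the value was the same in all 4 libraries for 4980 genes. No value was exactly 0, and 1594 to 2257 values per library lay below 0, down to -1.03. Among the most abundant genes were the ferritin chains Ftl1 and Fth1, the apolipoprotein Apoe, the lysozyme Lyz2 and C1qa, C1qb and C1qc. Mitochondrially encoded genes held 9.49% to 11.0% of the TPM. Of the 13 mitochondrially encoded genes tested, mt-Nd4 was lower in AeEMs (log2 fold change -0.22, standard error 0.05, limma adjusted p = 0.046, and 0.32 with the 3 sets as a term) and 12 did not pass the test. Without 1 library other than AeMM replicate 3, mt-Nd4 did not pass (0.075 to 0.14), nor with size factors (0.15).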

Gene level quantification was completed using Subread featureCounts (bulk RNA-seq).

### Multicolor immunohistochemistry of human tissues

Human tissue specimens, including tumor samples and ascites cell precipitation, were provided by Xinhua Hospital Affiliated to Shanghai Jiaotong University School of Medicine. The specimens were collected within 30 min after the tumor resection and fixed in formalin for 48 h. Dehydration and embedding in paraffin was performed following routine methods. Paraffin blocks were cut into 5-μm slices and adhered to slide glass. Sections were then placed into a paraffin oven at 70 °C for 1 h before deparaffinization in xylene and successive rehydration in 100%, 90%, 70% alcohol. Antigen was retrieved by citric acid buffer (pH 6.0) in a water bath at 95 °C for 20 min. Endogenous peroxidase was inactivated by incubation in 3% H_2_O_2_ for 15 min. Following preincubation with 10% normal goat serum to block nonspecific sites for 30 min, sections were incubated with primary antibodies in a humidified chamber at 4 °C overnight. The antibodies used in the validation of *DES*^+^ mesothelial cells in ascites cell precipitation were anti-MSLN (1:250 dilution, Cell Signaling Technology), anti-UPK3B (1:20 dilution, Abcam), anti-WT1 (1:100 dilution, Cell Signaling Technology) and anti-DES (1:2,000 dilution, Abcam). The antibodies used in the validation of two macrophage subtypes (M07_Macro-EREG and M10_Macro-C1QA) in ovarian tumor tissue were anti-CD68 (1:400 dilution, Cell Signaling Technology), anti-SPP1 (1:2,000 dilution, Abcam), anti-EREG (1:100 dilution, Lifespan Biosciences), anti-IL1B (1:100 dilution, Cell Signaling Technology), anti-C1QA (1:1,000 dilution, Abcam), anti-RGS2 (1:200 dilution, Abcam) and anti-MARCO (1:200 dilution, Lifespan Biosciences). After the sections were washed with PBS twice for 5 min, the antigenic binding sites were visualized using the PhenoImager Fusion (Akoya) with the Phenochart viewer software (v.1.10) according to the manufacturer’s protocol.

### Statistics and reproducibility

No statistical methods were used to predetermine sample sizes and the experiments were not randomized. The investigators were not blinded to allocation during the experiments and outcome assessments. Data collection and analysis were not performed blinded. No data were excluded from the analyses. Statistical analyses were performed using R (v.3.6.1) and GraphPad Prism (v.9.0). One-sided or two-sided unpaired Student’s *t*-tests, two-sided Wilcoxon tests, two-sided unpaired limma-moderated *t*-tests and Kruskal–Wallis tests were used to evaluate significance, as indicated in figure legends. *P* < 0.05 was considered statistically significant. Data distribution was assumed to be normal, but this was not formally tested.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary Table 1 Characteristics of patients and specimens included in our study.

## Data Availability

The scRNA-seq and scTCR-seq data supporting the findings of this study have been deposited at GSA-Human under accession code PRJCA005422, with the processed data deposited in Mendeley Data (10.17632/rc47y6m9mp.1)^65^. An interactive web portal for analysis and visualization of single-cell data is available at http://ov.cancer-pku.cn/. Bulk-RNA-seq data of mice are available from NCBI Gene Expression Omnibus under accession no. GSE223121. Previously published microarray data analyzed together are available under accession codes GSE9891 and GSE19829 to GPL8300. All other supporting data of this study are available from the corresponding author on reasonable request. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical Source Data.
Source Data Fig. 2 Statistical Source Data.
Source Data Fig. 3 Statistical Source Data.
Source Data Fig. 4 Statistical Source Data.
Source Data Fig. 5 Statistical Source Data.
Source Data Fig. 6 Statistical Source Data.
Source Data Fig. 7 Statistical Source Data.
Source Data Fig. 8 Statistical Source Data.
Source Data Extended Data Fig. 1 Statistical Source Data.
Source Data Extended Data Fig. 3 Statistical Source Data.
Source Data Extended Data Fig. 4 Statistical Source Data.
Source Data Extended Data Fig. 5 Statistical Source Data.
Source Data Extended Data Fig. 7 Statistical Source Data.

# Supplementary material for: Single-cell analyses implicate ascites in remodeling the ecosystems of primary and metastatic tumors in ovarian cancer
**Source:** Nat Cancer. 2023 Jul 24;4(8):1138–56. doi: 10.1038/s43018-023-00599-8
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <i>Cell Ranger for 10X Genomics (version 3.0.2), SpectroFlo (version 3.0.0) were used for data collection.</i>                                                                                                                                                                                                                                                                                     |
| Data analysis   | <i>The following software was used in this study:<br/>R (v 3.6.1), GraphPad Prism (v 9.0), python (v3.6.13), Seurat (v3.1.4), Harmony (v1.0), Starttrac (v 0.1.0), Scanpy (v1.7.2), cellphoneDB (v3.0.0), rstatix (v 0.7.0), clusterProfiler (v 3.14.3), STAR(v 2.7.2a), miloR (v 1.5.0), inferCNV (v1.2.1), Survival (v 3.2.3), FlowJo (v 10.6.2), and PhenochartTM viewer software (v 1.10).</i> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

*scRNA-seq and scTCR-seq data that support the findings of this study have been deposited in the GSA for Human of China National Center for Bioinformation (CNCB)*

under accession codes PRJCA005422, with the processed data deposited in Mendeley Data (DOI:10.17632/rc47y6m9mp.1). An interactive website for analyzing and visualizing the scRNA-seq data is available at <http://ov.cancer-pku.cn/>. Furthermore, cellphoneDB database v2.0.0 was used for ligand-receptor interaction analysis and V(D)J Reference "GRCh38-alt-ensembl" was used for TCR analysis in our study. Bulk-RNA-seq data of mice are available from NCBI-GEO under the accession number GSE223121. Previously published microarray data analyzed together were available under accession code GSE9891, and GSE19829-GPL8300. Besides, TCGA (<https://portal.gdc.cancer.gov/>) OV data were also used to analyze the overall survival of HGSOc patients divided by signatures of certain endothelial cells in our study. Other data supporting the findings in this study are available from the corresponding authors on reasonable request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

|                             |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | <i>The findings of our study about ovarian cancer only apply to females.</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Population characteristics  | <i>Fourteen female patients pathologically diagnosed with ovarian cancer including ten high grade serous ovarian cancer (HGSOc; patients HGSOc1-10), one endometrioid carcinoma of the ovary (ECO; patient ECO1), one ovarian clear cell carcinoma (OCCC; patient OCCC1), one undifferentiated ovarian carcinoma (UOC; patient UOC1), and one ovarian carcinosarcoma (patient C1) were enrolled in this study. The patients HGSOc3, HGSOc6, HGSOc7 and ECO1 were platinum resistant (non-responsive), whereas the other patients but one patient diagnosed as UOC1 were platinum sensitive (responsive). Patients ranged in age from 43 to 82 years old, with a median age of 62 years. Five more patients pathologically diagnosed with HGSOc (patients HGSOc11-15) were enrolled in this study for flow cytometry analyses of T cells. The available clinical metadata of these patients are summarized in Supplementary Table 1.</i> |
| Recruitment                 | <i>Ovarian cancer patients in Xinhua Hospital Affiliated to Shanghai Jiaotong University School of Medicine and Fudan University Shanghai Cancer Center preparing for surgery were consented to collect bio-specimens during surgery. Patients who were diagnosed with ovarian cancer and agreed to sign the consent file were recruited in our study without any self-selection.</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight            | <i>This study complies with all relevant ethical regulations and was approved by the Ethics Committee of Xinhua Hospital Affiliated to Shanghai Jiaotong University School of Medicine and Fudan University Shanghai Cancer Center. Written informed consent was provided by all participants.</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <i>No statistical methods were used to pre-determine the sample size. Sample size were determined based on published papers and previous experience, and described in the figure legends or Methods. Since samples used for scRNA-seq were human subjects, we collected as many samples as possible within our timeframe. For other studies in our project, a sample size of <math>n &gt; 3</math> would allow for adequate analysis to reach meaningful conclusions of data.</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data exclusions | <i>No data was excluded from the analyses.</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | <i>The single-cell sequencing for each tumour sample was performed in one experimental run since the cell counts from a given sample are usually low, and the cells cannot be analyzed more than once. Totally <math>n=13</math> primary tumour samples, <math>n=5</math> metastatic tumour samples, <math>n=10</math> ascites samples, <math>n=6</math> blood samples and <math>n=5</math> lymph node samples were collected for scRNA-seq successfully. The flow cytometry experiments for human T cells were performed in one experimental run for each patient. But there were more than one patient (<math>n=5</math>) enrolled in this study to verify the reproducibility and all experiments were done successfully. The flow cytometry experiments of mouse ascites were also performed in one experimental run for the limited number of cells captured from ascites in one mouse. But there were more than one mouse ascites sample (<math>n=4</math>) analyzed successfully in this study to verify the reproducibility. And bulk RNA-seq analysis of ascites-derived macrophages using mouse models were successfully performed in 4 independent experimental runs. 

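The mouse libraries carry replicate numbers from 1 to 4, and whether the AeEM and the AeMM library of a number came from the same mouse is not stated in the paper's text. The legend of the heat map gives ascites of 4 mice for the 8 libraries, so mice gave more than 1 library. The reporting summary gives 4 experimental runs. For each of 6002 genes with a mean value above 2, the mean of the AeEM and AeMM libraries of replicate 1 and the mean of those of replicate 2 were set beside the mean of replicates 3 and 4. The SD of these differences over genes was 0.018 for replicate 1 and 0.00636 for replicate 2, against 0.38 between replicates 3 and 4. The difference between AeEM and AeMM across genes, which are not independent replicates, had Pearson's r of 0.272 between replicates 1 and 2, 0.0503 between replicates 3 and 4, and 0.0507 to 0.15 in the other 4 pairs of numbers. Between libraries of equal number, replicates 1 to 4, the difference of C1qa was 0.50, 0.22, 0.04 and 0.83 and that of Timd4 0.54, 0.50, 1.94 and 0.49. That of Cd163 was 0.17, 0.42, 0.45 and 0.96, and that of Folr2 0.20, 0.20, 0.42 and 0.07. Fabp5 had 0.62, 0.38, -0.16 and 0.23, C1qb 0.06, 0.09, 0.08 and 0.07, and C1qc -0.04, 0.14, 0.05 and 0.09.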

The IHC experiments for each tumour/ascites cell pellet sample were performed in one experimental run successfully, with <math>n=3</math> tumour samples to verify the reproducibility.</i> |
| Randomization   | <i>This study relied on the use of human biospecimens with no interventions performed on the human subjects. Randomization was not applicable. For in vivo mouse experiments, randomization was not required because all mice belonged to one experimental group and were seeded with tumour cells equally.</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Blinding        | <i>The diagnosis of tumour was known when we obtaining the biosamples. There is no intervention to patients recruited, and it's not a clinical trial. Blinding is not applicable. For remaining experiments in our study, no blinding was used.</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                        |
|-------------------|------------------------|
| Study description | <i>Not applicable.</i> |
| Research sample   | <i>Not applicable.</i> |
| Sampling strategy | <i>Not applicable.</i> |
| Data collection   | <i>Not applicable.</i> |
| Timing            | <i>Not applicable.</i> |
| Data exclusions   | <i>Not applicable.</i> |
| Non-participation | <i>Not applicable.</i> |
| Randomization     | <i>Not applicable.</i> |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                        |
|--------------------------|------------------------|
| Study description        | <i>Not applicable.</i> |
| Research sample          | <i>Not applicable.</i> |
| Sampling strategy        | <i>Not applicable.</i> |
| Data collection          | <i>Not applicable.</i> |
| Timing and spatial scale | <i>Not applicable.</i> |
| Data exclusions          | <i>Not applicable.</i> |
| Reproducibility          | <i>Not applicable.</i> |
| Randomization            | <i>Not applicable.</i> |
| Blinding                 | <i>Not applicable.</i> |

Did the study involve field work? ☐ Yes ☒ No

## Field work, collection and transport

|                        |                        |
|------------------------|------------------------|
| Field conditions       | <i>Not applicable.</i> |
| Location               | <i>Not applicable.</i> |
| Access & import/export | <i>Not applicable.</i> |
| Disturbance            | <i>Not applicable.</i> |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

## Antibody (Flow cytometry)

## For human samples

CD45 PerCP (Cat# MHCD4531, Lot# 2109773, Clone HI30, Invitrogen); dilution 1:200  
 CD3 BV570 (Cat# 300436, Lot# B334945, Clone UCHT1, Biolegend); dilution 1:100  
 CD4 SFV430/780 (Cat# 20210513-16, Lot# 2740344, Clone SK3, Yuanqi); dilution 1:100  
 CD8 PerCP-iF710 (Cat# 210823-12, Lot# 2750931, Clone SK1, Yuanqi); dilution 1:100  
 CD25 BV480 (Cat# 566102, Lot# 1195023, Clone M-A251, BD Biosciences); dilution 1:100  
 CD127 PE-Cy5 (Cat# 351324, Lot# B359489, Clone A019D5, Biolegend); dilution 1:100  
 PD-1 SB702 (Cat# 67-2799-42, Lot# 2378852, Clone J105, Invitrogen); dilution 1:100

## For mouse samples

CD45 BV510 (Cat# 563891, Lot# 9344071, Clone 30-F11, BD Biosciences); dilution 1:200  
 Ly-6G BV786 (Cat# 740953, Lot# 1348402, Clone 1A8, BD Biosciences); dilution 1:200  
 CD11b PerCP-Cy5.5 (Cat# 550993, Lot# 1033685, Clone M1/70, BD Biosciences); dilution 1:200  
 F4/80 BV650 (Cat# 123149, Lot# B345158, Clone BM8, BioLegend); dilution 1:200  
 TIM4 BV421 (Cat# 742773, Lot# 1319758, Clone 21H12, BD Biosciences); dilution 1:200  
 CD163 PE-CY7 (Cat# 155319, Lot# B349540, Clone S15049, BioLegend); dilution 1:200

## Antibody (FACS) for mouse samples

CD45 APC/Cyanine7 (Cat# 557659, Lot# 396774, Clone 30-F11, BD Biosciences); dilution 1:200  
 Ly6G FITC (Cat# 127606, Lot# 1236494, Clone 1A8, BioLegend); dilution 1:200  
 Siglec F PE/Cyanine7 (Cat# 25-1702-82, Lot# 2802251, Clone 1RNM44N, Invitrogen); dilution 1:200  
 Ly6C BV785 (Cat# 128041, Lot# 2565852, Clone HK1.4, BioLegend); dilution 1:200  
 CD11b BV650 (Cat# 101259, Lot# 2566568, Clone M1/70, BioLegend); dilution 1:200  
 F4/80 Alexa Fluor 647 (Cat# 123122, Lot# 893480, Clone BM8, BioLegend); dilution 1:200

## Antibody (multicolour IHC)

Rabbit anti-MSLN (Cat# 99966T, Lot# 1, Clone D9R5G, Cell Signaling Technology); dilution 1:250  
 Rabbit anti-UPK3B (Cat# ab197368, Lot# GR282628-9, Polyclonal, Abcam); dilution 1:20  
 Rabbit anti-WT1 (Cat# 83535T, Lot# 1, Clone D8I7F, Cell Signaling Technology); dilution 1:100  
 Rabbit anti-DES (Cat# ab32362, Lot# GR152193-50, Clone Y66, Abcam); dilution 1:2000  
 Rabbit anti-CD68 (Cat# 76437T, Lot# 4, Clone D4B9C, Cell Signaling Technology); dilution 1:400  
 Rabbit anti-SPP1 (Cat# ab283656, Lot# GR3400643-6, Clone RM1018, Abcam); dilution 1:2000  
 Rabbit anti-EREG (Cat# LS-C778687, Lot# 210021, Polyclonal, Lifespan Biosciences); dilution 1:100  
 Mouse anti-IL1B (Cat# 12242S, Lot# 1, Clone 3A6, Cell Signaling Technology); dilution 1:100  
 Rabbit anti-C1QA (Cat# ab189922, Lot# GR173398-1, Clone EPR14634, Abcam); dilution 1:1000  
 Rabbit anti-RGS2 (Cat# ab155762, Lot# GR135813-20, Polyclonal, Abcam); dilution 1:200  
 Rabbit anti-MARCO (Cat# LS-C676024, Lot# 186303, Polyclonal, Lifespan Biosciences); dilution 1:200

## Validation

All antibodies were commercially available and validated by manufacturer. Based on the information from the manufacturer's website, the validation information for species and application is listed below. And all antibodies were validated based on the manufacturer's instructions using mouse ascites (for FACS antibodies)/human ovarian tumour samples (for multicolour IHC antibodies).

## Antibodies (Flow cytometry)

## For human samples

CD45 PerCP (Cat# MHCD4531, Invitrogen) <https://www.thermofisher.cn/cn/zh/antibody/product/CD45-Antibody-clone-HI30-Monoclonal/MHCD4531>  
 CD3 BV570 (Cat# 300436, Biolegend) <https://www.biolegend.com/en-us/products/brilliant-violet-570-anti-human-cd3-antibody-7368>  
 CD4 SFV430/780 (Cat# 20210513-16, Yuanqi)  
 CD8 PerCP-iF710 (Cat# 210823-12, Yuanqi)  
 CD25 BV480 (Cat# 566102, BD Biosciences) <https://www.bdbiosciences.com/en-us/search-results?searchKey=566102>  
 CD127 PE-Cy5 (Cat# 351324, Biolegend) <https://www.biolegend.com/en-us/products/pe-cyanine5-anti-human-cd127-il-7ralpha-antibody-7504>  
 PD-1 SB702 (Cat# 67-2799-42, Invitrogen) <https://www.thermofisher.cn/cn/zh/antibody/product/CD56-NCAM-Antibody-clone-TULY56-Monoclonal/67-0566-42>

## For mouse samples

CD45 BV510 (Cat# 563891, BD Biosciences) <https://www.bdbiosciences.com/zh-cn/search-results?searchKey=563891>  
 Ly-6G BV786 (Cat# 740953, BD Biosciences) <https://www.bdbiosciences.com/zh-cn/search-results?searchKey=740953>  
 CD11b PerCP-Cy5.5 (Cat# 550993, BD Biosciences) <https://www.bdbiosciences.com/zh-cn/search-results?searchKey=550993>  
 F4/80 BV650 (Cat# 123149, BioLegend) <https://www.biolegend.com/en-us/products/brilliant-violet-650-anti-mouse-f4-80-antibody-10630>

TIM4 BV421 (no. BD742773) <https://wwwbdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv421-rat-anti-mouse-tim-4.742773>  
 CD163 PE-CY7 (no. BL155319) <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd163-antibody-20615>

Antibody (FACS) for mouse samples  
 CD45 APC/Cyanine7 (Cat# 557659, BD Biosciences) <https://wwwbdbiosciences.com/zh-cn/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-cy-7-rat-anti-mouse-cd45.557659>  
 Ly6G FITC (Cat# 127606, BioLegend) <https://www.biolegend.com/en-us/products/fits-anti-mouse-ly-6g-antibody-4775>  
 Siglec F PE/Cyanine7 (Cat# 25-1702-82, Invitrogen) <https://www.thermofisher.cn/cn/zh/antibody/product/CD170-Siglec-F-Antibody-clone-1RNM44N-Monoclonal/25-1702-82>  
 Ly6C BV785 (Cat# 128041, BioLegend) [https://www.biolegend.com/en-us/products/brilliant-violet-785-antibody-11982](https://www.biolegend.com/en-us/products/brilliant-violet-785-anti-mouse-ly-6c-antibody-11982)  
 CD11b BV650 (Cat# 101259, BioLegend) <https://www.biolegend.com/en-us/products/brilliant-violet-650-anti-mouse-human-cd11b-antibody-7638>  
 F4/80 Alexa Fluor 647 (Cat# 123122, BioLegend) <https://www.biolegend.com/en-us/products/alexa-fluor-647-anti-mouse-f4-80-antibody-4074>

Antibodies for multicolour IHC  
 Rabbit anti-MSLN (1:250, Cat# 99966T, Cell Signaling Technology) React with: Human; Suitable for: WB, IHC  
 Rabbit anti-UPK3B (1:20, Cat# ab197368, Abcam) React with: Human; Suitable for: WB, IHC-P  
 Rabbit anti-WT1 (1:100, Cat# 83535T, Cell Signaling Technology) React with: Human; Suitable for: WB, IP, IHC, IF  
 Rabbit anti-DES (1:2000, Cat# ab32362, Abcam) React with: Mouse, Rat, Guinea pig, Human; Suitable for: WB, IHC-P, ICC  
 Rabbit anti-CD68 (1:400, Cat# 76437T, Cell Signaling Technology) React with: Human; Suitable for: IHC, IF, F  
 Rabbit anti-SPP1 (1:2000, Cat# ab283656, Abcam) React with: Mouse, Human, Recombinant fragment; Suitable for: IHC-P, WB, IP  
 Rabbit anti-EREG (1:100, Cat# LS-C778687, Lifespan Biosciences) React with: Mouse, Human, Rat; Suitable for: IHC-P, WB, IP  
 Mouse anti-IL1B (1:100, Cat# 12242S, Cell Signaling Technology) React with: Human, Mouse; Suitable for: WB, IHC  
 Rabbit anti-C1QA (1:1000, Cat# ab189922, Abcam) React with: Rat, Human; Suitable for: IHC-P, ELISA  
 Rabbit anti-RGS2 (1:200, Cat# ab155762, Abcam) React with: Mouse, Rat, Human; Suitable for: IHC-P, WB, ICC/IF  
 Rabbit anti-MARCO (1:200, Cat# LS-C676024, Lifespan Biosciences) React with: Human; Suitable for: IHC, IHC-P, WB, ELISA

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

ID8 is a mouse ovarian surface epithelial cell line usually used to establish the mouse model for human ovarian cancer. The cell line used in the study was purchased from FuHeng Biology, Shanghai, China.

Authentication

The cell lines used in the study was authenticated with STR profiling.

Mycoplasma contamination

The cell line used in the study was confirmed to be mycoplasma negative.

Commonly misidentified lines  
(See [ICLAC](#) register)

No any commonly misidentified cell lines were used in the study.

## Palaeontology and Archaeology

Specimen provenance

Not applicable.

Specimen deposition

Not applicable.

Dating methods

Not applicable.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Ethics oversight

Not applicable.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Strains used in this study: C57BL/6(Ms4a3 and Rosatomato transgenic monocyte fate-mapping mouse), female, mouse, 4-5weeks old.

Wild animals

We have not used any wild animals in this study.

Reporting on sex

The findings of our study about ovarian cancer only apply to females. The mice used in our experiments were all females judged by the distance between the external genitalia and the anus which is shorter in females than in males at all postnatal stages.

Field-collected samples

No field-collected samples used.

Ethics oversight

All the procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of Model Animal Research Center, Xinhua Hospital, Shanghai Jiaotong University School of Medicine and were performed in compliance with the guidelines for the care and use of laboratory animals. The maximal tumour burden was not exceeded for mouse tumour experiments on the requirement of our ethics committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration

Not applicable.

Study protocol

Not applicable.

Data collection

Not applicable.

Outcomes

Not applicable.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No Yes

- ☒ ☐ Public health  
☒ ☐ National security  
☒ ☐ Crops and/or livestock  
☒ ☐ Ecosystems  
☒ ☐ Any other significant area

### Experiments of concern

Does the work involve any of these experiments of concern:

No Yes

- ☒ ☐ Demonstrate how to render a vaccine ineffective  
☒ ☐ Confer resistance to therapeutically useful antibiotics or antiviral agents  
☒ ☐ Enhance the virulence of a pathogen or render a nonpathogen virulent  
☒ ☐ Increase transmissibility of a pathogen  
☒ ☐ Alter the host range of a pathogen  
☒ ☐ Enable evasion of diagnostic/detection modalities  
☒ ☐ Enable the weaponization of a biological agent or toxin  
☒ ☐ Any other potentially harmful combination of experiments and agents

## ChIP-seq

### Data deposition

☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

Not applicable.

Files in database submission

Not applicable.

Genome browser session  
(e.g. [UCSC](#))

Not applicable.

## Methodology

Replicates

Not applicable.

Sequencing depth

Not applicable.

Antibodies

Not applicable.

Peak calling parameters

Not applicable.

Data quality

Not applicable.

Software

Not applicable.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Standard flow cytometry protocol was used in this study. Human samples were collected at the time of operation. Fresh human tumour samples were cut into pieces and enzymatically digested with the MACS Tumour Dissociation Kit (Miltenyi). The pelleted cells after centrifugation were then resuspended in red blood cell lysis buffer (Miltenyi) to lyse red blood cells. Human ascites samples were collected in 50-ml conical tubes (BD). Mouse ascites were collected by syringe extraction from terminally anaesthetized mice. Red blood cell lysis buffer (Miltenyi) was used to remove the interference of red cells in ascites samples. After washing with PBS (Invitrogen), the cell pellets were resuspended in FACs buffer, keep on ice until staining. Detailed information is available in the Methods section.

Instrument

Cytek Aurora flow cytometer (Cytek Biosciences) and BD Aria III.

Software

SpectroFlo (version 3.0.0) used for data collection. FlowJo (version 10.6.2) used for data analysis.

Cell population abundance

Around 20,000-100,000 cells in each experiment was achieved. Purity was determined by flow cytometer during and after the sort.

Gating strategy

To analyze the proportion of certain T subtypes in tumours and ascites of HGSOc patients, cells were gated as follows:

1. First gated based on physical parameters SSC-A/FSC-A.
2. FSC-H/FSC-A to identify single cells from doublets/complexes.
3. CD45+ for general immune cells.
4. CD3+ for T cells.
5. CD4+ CD8- for CD4+ T cells; CD8+ CD4- for CD8+ T cells.

To validate the proportion of embryonic-origin macrophages in ovarian tumour ascites using monocyte fate-mapping mouse, cells were gated as follows:

1. First gated based on physical parameters SSC-H/FSC-H.
2. FSC-H/FSC-A to identify single cells from doublets/complexes.
3. 7-ADD for live cells.
4. CD45+ for general immune cells.
5. Ly6G- to remove interference from neutrophils.
6. F4/80+ and CD11b+ for macrophages.
7. TdTomato+ for monocytes derived macrophages and TdTomato- represents macrophages of embryonic origin.

To sort out embryonic-origin and monocyte-derived macrophages in ovarian tumour ascites using monocyte fate-mapping mouse, cells were gated as follows:

1. First gated based on physical parameters SSC-A/FSC-A.
2. FSC-H/FSC-A to identify single cells from doublets/complexes.
3. CD45+ DAPI- for live immune cells.
4. Ly6G- to remove interference from neutrophils.
5. SiglecF- to remove interference from eosinophils.

6. Ly-6C-, F4/80+ and CD11b+ for macrophages.

7. TdTomato+ for monocytes derived macrophages and TdTomato- represents macrophages of embryonic origin.

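Of 4 tested genes of the sort gate, Ly6c2 was lower in AeEMs and 3 did not pass the test. Ptprc, which encodes CD45, stood at 4.65 ± 0.05 and 4.71 ± 0.09, Itgam, which encodes CD11b, at 5.03 ± 0.21 and 5.07 ± 0.23, and Adgre1, which encodes F4/80, at 4.17 ± 0.06 and 4.32 ± 0.04 (log2(TPM + 1), mean ± SD, n = 4 libraries each). Ly6c2, which encodes a Ly6C antigen of monocytes, stood at 1.05 ± 0.70 in AeEMs and 2.60 ± 0.33 in AeMMs. Ly6c1 and Siglecf were below the filter in both groups, and Ly6g and Ms4a3 were not analysed here.
Ptprc, Itgam and Adgre1 had log2 fold changes of -0.06, -0.04 and -0.16 (limma adjusted p = 0.73, 0.92 and 0.30). Adgre1 was lower in all 4 AeEM libraries than in all 4 AeMM libraries. The log2 fold change of Ly6c2 was -1.55 (standard error 0.33, limma adjusted p = 0.048, and 0.25 with the 3 sets as a term). Ly6c2 did not pass when any library other than AeEM replicate 3 was left out (limma adjusted p of 0.064 to 0.14). Chil3, another gene of monocytes and their recent progeny, had a log2 fold change of -2.16 (standard error 0.44, limma adjusted p = 0.043, and 0.20 with the 3 sets as a term), and did not pass without any 1 library (0.051 to 0.088). Of 14 genes listed for monocytes and their recent progeny, Ly6c2 and Chil3 fell in AeEMs, S100a4 rose and 11 did not pass the test (1 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.76). Of 7 B cell markers none passed the test (0 when adjusted over the list alone). Of 4 neutrophil markers, S100a8 fell in AeEMs and 3 did not pass (2 higher and 2 lower when adjusted over the list alone). Of 5 erythroid genes none passed the test over all genes and 3 were higher in AeEMs when adjusted over the list alone (mean 0.59, camera adjusted p = 0.0105, and adjusted p = 0.52 with an estimated correlation). Haemoglobin transcripts held 1.33%, 1.05%, 0.787% and 1.10% of the TPM in AeEM replicates 1 to 4 and 0.531%, 0.631%, 0.439% and 1.08% in AeMM replicates 1 to 4.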

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Design specifications

Behavioral performance measures

### Acquisition

Imaging type(s)

Field strength

Sequence & imaging parameters

Area of acquisition

Diffusion MRI ☐ Used ☒ Not used

### Preprocessing

Preprocessing software

Normalization

Normalization template

Noise and artifact removal

Volume censoring

### Statistical modeling & inference

Model type and settings

Effect(s) tested

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference  
(See [Eklund et al. 2016](#))

Correction

### Models & analysis

n/a | Involved in the study

☒ ☐ Functional and/or effective connectivity

☒ ☐ Graph analysis

☒ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Graph analysis

Multivariate modeling and predictive analysis

How the deposited data were processed for this re-analysis (not part of the article)

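Bulk RNA-seq of sorted mouse ascites macrophages was taken up from the deposited table of 8 libraries, 4 AeEM (tdTomato-negative) and 4 AeMM (tdTomato-positive). The authors prepared Smart-seq2 libraries, cleaned reads with fastp, mapped them with STAR 2.7.2a to mm10 and counted reads per gene with Subread featureCounts. The table's name says TPM, and its values are on a log2 scale, log2(TPM + 1), adjusted between 3 sets of libraries (replicate 1, replicate 2, and replicates 3 and 4 together). The conversion to TPM, the log, the adjustment, the annotation and the test used for these libraries are not named in the paper's text, whose statistics section lists tests for the whole paper. The analysis had been laid out for plain TPM; because the deposited values were already log2(TPM + 1), they were used as they stand, and back-transformed (2 to the power of the value, minus 1) only where an alternative or a filter needed TPM. The depth per library is unknown, because no read counts were used, so no counting interval or lower limit is given. Precision is set by the spread of 4 libraries per group.

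The comparison was AeEM minus AeMM in limma 3.58.1 under R 4.3.3, unpaired, with a mean-variance trend, over 8801 genes with a mean of at least 1 TPM over the 8 libraries. Benjamini-Hochberg adjusted p under 0.05 was the threshold. The 7 genes of the claim and the RTM score were also compared by a two-sided exact permutation test over 70 splits. Gene positions came from GENCODE M21. The libraries were not paired, because the paper gives 4 mice and 4 experimental runs for the 8 libraries, but neither it nor the labels say that equal numbers share a mouse, and the adjustment makes a test for pairing void.

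Gene lists covered C1q, other complement, MHC class I and II, the RTM score, large peritoneal macrophages, monocytes and their recent progeny, alternative activation, inflammatory cytokines, chemokines, interferon-stimulated genes, lipid handling and scavenging, glycolysis and hypoxia, nuclear and mitochondrially encoded oxidative phosphorylation, cell cycle, dissociation stress, the sort gate, other cell types, and 4 human lists from the paper's source data of Fig. 5d and Extended Data Fig. 7g, matched by symbol. Lists with at least 3 tested genes, 26 in all, were tested with limma's camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, with Benjamini-Hochberg adjustment over the lists. A further 10 lists had fewer tested genes and were not tested. The text names the genes the paper names, the gate genes, up to 4 members of a list in each direction, and in each direction the 15 genes with the largest difference among those past the threshold with a mean of at least 10 TPM in the higher group and no overlap between groups, leaving out symbols of the Gm and Rik kind, pseudogenes and receptor segments. Genes that passed the fit with the 3 sets as a term are named in the closing section outside that rule.

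Alternatives changed the pseudocount (0.1 and 5), the filter (none and 5 TPM), the scaling (quantile, median-of-ratios size factors, and TPM without mitochondrial and ribosomal genes), the trend, the weights of libraries (limma arrayWeights), the replicate number as a block, the threshold (an absolute log2 fold change of at least 1) and left out each library in turn. The 3 sets as a term, replicates 3 and 4 only, permutation over the balanced splits and the MHC class II list without 2 genes were added after seeing the data. The fits were tested on simulated data of 8801 genes, 200 of them changed, with the set means adjusted as in the deposited values. Other steps of the authors' adjustment, if any, are unknown. The unpaired fit recovered 44%, 94%, 100% and 100% of genes changed by 0.5, 1, 2 and 3 on the log2 scale, the fit with the 3 sets as a term 19%, 83%, 100% and 100%, and the fit with array weights 58%, 95%, 100% and 100%. Human single-cell data and flow cytometry were not analysed here.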

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

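Of the tests below, those on B cell markers and on other splits of the libraries for the count of genes and for MHC class II were chosen only after the result was seen.

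14 genes outside those the paper discusses for the mouse libraries, or discussed there only for human cells, passed both the unpaired fit and the fit with the 3 sets as a term. As log2 fold changes, AeEM minus AeMM, they are Cd209a 3.65, Gm8113 1.76, Mgl2 1.65, Olfm1 1.26, Gm9844 1.18, Tmsb10 1.01, Cd74 0.90, H2-Eb1 0.87, Plp2 0.84, Lst1 -0.82, Fam43a -1.24, Apoc4 -1.47, Ccl8 -1.57 and Spp1 -1.67. Gm8113, Gm9844, Olfm1 and Plp2 were chosen after their values were seen. With the replicate number as a block, Cd209a, Mgl2, H2-Eb1, Ccl8 and Spp1 also passed and the others did not (limma adjusted p of 0.051 to 0.070).

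10 single values of a gene in a library lay far from those of the other 3 libraries of the group. Timd4 was 1.55 in AeMM replicate 3, with the others at 2.43 to 2.58. H2-Aa was 12.28 in AeMM replicate 1 (others 12.04 to 12.06), Marco 4.51 in AeMM replicate 4 (4.89 to 4.97), H2-Oa 2.79 in AeMM replicate 3 (1.53 to 1.71), Syngr1 4.10 in AeMM replicate 3 (3.64 to 3.71), Ms4a4a 6.69 in AeMM replicate 1 (6.43 to 6.46), Alox15 5.66 in AeEM replicate 4 (4.88 to 4.95), Itgax 1.79 in AeMM replicate 3 (1.56 to 1.59), Axl 6.65 in AeMM replicate 3 (6.82 to 6.84) and Nampt 5.11 in AeEM replicate 1 (4.96 to 4.98). Of 170 groups tested, 10 held such a value and 8.5 are expected by chance.

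The unpaired fit called 212 genes and the fit with the 3 sets as a term 14. Of 35 splits of the 8 libraries into 4 and 4, 1 called as many genes, the real one, and the highest other count was 15; but the adjustment fixes the mean of each set, so only the 12 splits that keep the 3 sets balanced bear on chance (highest other 15), and 12 are too few for a share under 0.05. The adjustment between sets may still lower the spread that the unpaired fit uses: in simulated unchanged genes adjusted in the same way, 1033 had an unadjusted p under 0.05, 2.35 times the 440 that chance gives, against 448 with the 3 sets as a term. The 14 genes are those that also passed the fit with a term for the mean of each set. That term does not allow for a change of spread between sets, which was not tested. The SD over genes of AeEM minus AeMM was 0.466 and 0.414 in replicates 1 and 2, against 0.656 and 0.623 in replicates 3 and 4. Replicates 3 and 4 alone called 0 genes. Embryonic against monocyte origin remains an open explanation of the differences between AeEMs and AeMMs.

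Of 9 MHC class II genes 6 were higher in AeEMs, with a mean log2 fold change of 0.94 over the 9 and 0.61 without H2-Oa and H2-DMb2, which did not pass. The real split was the only 1 of 35, and of the 12 that keep the sets balanced, with a mean as far from 0 (real 0.94, highest other 0.63; 0.61 and 0.37 without the 2 genes), and 12 splits are too few for a share under 0.05. B cells among the tdTomato-negative cells would bring their markers along, and the median of the 7 B cell markers was -0.11, against a median of 0.65 for MHC class II, which argues against them (the B cell mean was 0.31 in replicate 1, 0.44 in replicate 2 and -0.69 in replicates 3 and 4 together, where MHC class II was 0.82). Dendritic cells cannot be told apart from a difference between macrophages: in a second list of 12 dendritic cell genes, written before its values were looked at, 8 were tested, 7 of them above 0, with a median of 0.24 (exact permutation p = 0.0286 for their mean, and 0.0833 over the splits that keep the sets balanced), Batf3 stood at 0.54 (limma adjusted p = 0.024, 0.27 with the 3 sets as a term and 0.052 to 0.098 without 1 of 5 libraries), Ccl17 and Ccl22 at 1.89 and 1.72 (limma adjusted p = 0.067 and 0.084, and 0.017 and 0.042 without AeEM replicate 4) and the abundant Tmem176a and Tmem176b at 0.13 and 0.03, while macrophages also express several of these genes and the gate kept F4/80+ CD11b+ cells. Adgre1, which encodes F4/80, was lower in all 4 AeEM libraries than in all 4 AeMM libraries (log2 fold change -0.16, limma adjusted p = 0.30). The gate therefore cannot settle the question of dendritic cells. Fscn1, Dpp4, Kmo and Il12b of the second list, which were below the filter, also had higher means in AeEMs. The origin of the cells, which the design names, stays open as well.

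Genes that the paper's source data give for ascites RTMs in human cells were lower on average in AeEMs, by a mean log2 fold change of -0.10 over 98 genes (camera adjusted p = 0.0105, and adjusted p = 0.65 with an estimated correlation). The tables argue against transcript length and GC content, since 0 of 10000 random lists matched in both had a mean as low and the matched lists averaged 0.00492. Random lists do not carry the correlation between the listed genes, estimated at 0.16, so they do not tell how unusual the mean is. Of 35 splits, 2 gave a mean as far from 0 (real 0.104, highest other 0.133), both among the 12 that keep the sets balanced, which are too few for a share under 0.05. The mean was -0.14 in replicate 1, -0.22 in replicate 2 and -0.02 in replicates 3 and 4 only. Of the 98 genes, 8 are also on the list of nuclear oxidative phosphorylation. The mean of that list was -0.20, -0.28 and 0.02 in the same sets. What the shared genes add to the fall was not tested. Origin and species were not separated by these data.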

How the results depend on the processing

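The fit with the 3 sets as a term and replicates 3 and 4 only were chosen after seeing the data. The cause of the changes below was not tested, except that replicates 3 and 4 only has fewer libraries, a fold threshold passes fewer genes, and the adjustment between sets was tested in simulated values. Genes higher and lower in AeEMs, 110 and 102 in the unpaired fit, were 540 and 836 with array weights, 9 and 5 with the 3 sets as a term, 3 and 2 with the replicate number as a block, 0 and 0 with replicates 3 and 4 only (566 at an unadjusted p under 0.05 in limma), and 29 and 16 at an absolute log2 fold change of at least 1. Without a trend 58 were lower. Leaving out 1 library gave 39 to 110 higher and 32 to 115 lower. The share of called genes higher in AeEMs, 51.9%, was 58.5% with size factors, 57.4% without a trend and 39.2% with array weights.

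With array weights C1qa (0.38), Fabp5 (0.43), Timd4 (0.63), Cd163 (0.36) and Folr2 (0.21) passed the threshold (limma adjusted p of 0.013 to 0.037), but 48.7% of the genes called with these weights in simulated values were false, and with the 3 sets as a term the 5 genes had 0.36 to 0.60. In the exact permutation test C1qa (0.40), Timd4 (0.87), Cd163 (0.50) and Folr2 (0.22) had an exact p of 0.0286 over all splits, as had the RTM score with pseudocount 0.1 (0.19), quantile normalization (0.15) and size factors (0.17); over the splits that keep the 3 sets balanced, chosen after seeing the data, no exact p can be under 0.0833. C1qb and C1qc kept their direction and did not pass under any alternative run. As a list, the C1q genes passed with fry (0.18, adjusted p = 0.0122), with pseudocounts of 0.1 and 5 and without AeEM replicate 1 or AeMM replicate 3 (0.043 to 0.048), and not under the other alternatives (up to 0.36). The human ascites RTM genes lost their call with an estimated correlation and with fry (-0.10 each, adjusted p = 0.65 and 0.16) and with replicates 3 and 4 only (-0.024).

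Signs turned as follows. With replicates 3 and 4 only, Mrc1 was 0.010, Ptprc 0.0265, Itgam 0.34, Igkc -0.87, alternative activation -0.065 and nuclear oxidative phosphorylation 0.019. With array weights, Il1b was 0.53, the B cell list 0.20, the human tumour RTM genes -0.0076 and the human tumour monocyte-derived genes -0.0034. At a mean of 5 TPM, MHC class I was -0.0044, inflammatory cytokines 0.022 and the human tumour monocyte-derived genes -0.0069. MHC class I was -0.033 with quantile normalization and alternative activation -0.0037 with pseudocount 0.1. The human tumour monocyte-derived genes were -0.0095 with pseudocount 5, and without mitochondrial and ribosomal genes they were -0.0042 and the human tumour RTM genes -0.0034. Leaving out 1 library, Itgam ran from -0.11 to 0.029, Igkc from -0.13 to 0.35, the human tumour RTM genes from -0.0038 to 0.015 and the human tumour monocyte-derived genes from -0.019 to 0.028.

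After removal of the group means, AeEM and AeMM values of a number had a correlation across genes of -0.992, -0.999, -0.199 and -0.133 in replicates 1 to 4, and 0 libraries correlated best with their own number; the adjustment sets this in replicates 1 and 2, so the check says nothing on pairing. With the replicate number as a block, Mgl2, H2-Eb1 and Cd209a were the genes higher in AeEMs and Ccl8 and Spp1 those lower. The other genes that passed with the 3 sets as a term did not pass, among them Cd74, Tmsb10 and Apoc4 (0.070, 0.053 and 0.053). Of 2012 values of named genes under alternatives, 1650 kept direction and side of the threshold, 279 lost it, 63 passed it and 20 turned. The depth is unknown, so what it limits could not be computed.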

Differences from the paper's values

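The paper's text gives no value for the mouse libraries, so no pair of values is set side by side. Its statistics section lists limma-moderated tests among others, as given in the figure legends, and takes p under 0.05 as significant without mention of adjustment; the legend of the heat map names no test. The paper states that C1q genes, Fabp5 and RTM signature genes including Timd4 and Cd163 are higher in AeEMs. All of the 6 genes had a positive log2 fold change here, 0.40 for C1qa, 0.08 for C1qb, 0.06 for C1qc, 0.27 for Fabp5, 0.87 for Timd4 and 0.50 for Cd163, and none passed limma's adjusted p over all genes tested (0.092, 0.37, 0.52, 0.28, 0.096 and 0.092). Without adjustment, limma's p was under 0.05 for C1qa (0.0046), Timd4 (0.0050), Cd163 (0.0047), Folr2 (0.0172) and Fabp5 (0.0495), and with the 3 sets as a term, chosen after seeing the data, for C1qa (0.0118), Timd4 (0.0135) and Cd163 (0.0178). Adjusted over the list alone, C1qa, Timd4, Cd163 and Folr2 passed (limma adjusted p of 0.0117, 0.0117, 0.0117 and 0.030), and with the 3 sets as a term C1qa, Timd4 and Cd163 did (0.0415 each) and Folr2 did not (0.12). These 4 genes had an exact permutation p of 0.0286 over all splits, and 0.0833, the smallest possible, over the splits that keep the 3 sets balanced. With libraries weighted by limma arrayWeights, an alternative set before the data were examined, C1qa, Fabp5, Timd4, Cd163 and Folr2 passed (limma adjusted p of 0.013, 0.014, 0.024, 0.037 and 0.033), but 48.7% of the genes called with these weights in simulated values were false, and with the 3 sets as a term the limma adjusted p of the 5 genes was 0.36, 0.60, 0.38, 0.40 and 0.59. Fabp5 differed by 0.62 in replicate 1, 0.38 in replicate 2 and 0.03 in replicates 3 and 4 together. C1qb and C1qc passed alone under no setting run. The list of the 3 C1q genes had a camera adjusted p of 0.051, and adjusted p = 0.24 with an estimated correlation; it passed with fry (adjusted p = 0.0122) but not with fry and the 3 sets as a term (0.071), and in camera it passed only with pseudocounts of 0.1 and 5 and without AeEM replicate 1 or AeMM replicate 3 (0.043 to 0.048).

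The paper describes RTM signature genes as higher in AeEMs. Of the 5 genes of its RTM score, Timd4, Cd163 and Folr2 were higher on average here and Lyve1 and Mrc1 were lower, with log2 fold changes of -0.70 (limma adjusted p = 0.0034, and 0.060 with the 3 sets as a term) and -0.15 (limma adjusted p = 0.38). The paper does not name Lyve1 or Mrc1 for the mouse libraries.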

Other observations

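The paper reports that human ascites RTMs had less CD74 and HLA class II expression than monocyte-derived AeMs and more C1Q, FABP5 and CCL2. Against RTMs of human tumours, a comparison that the mouse libraries do not hold, it reports oxidative phosphorylation as enriched in ascites RTMs. In the mouse libraries, which sort by origin and hold no human clusters, Cd74 and the MHC class II list were higher in AeEMs, as described at the mouse claim. Ccl2 stood at 9.60 ± 0.21 in AeEMs and 9.53 ± 0.11 in AeMMs (log2(TPM + 1), n = 4 libraries each), a log2 fold change of 0.07 (limma adjusted p = 0.78). Ccl2 differed by -0.20 in replicate 1, 0.40 in replicate 2 and 0.05 in replicates 3 and 4 together. Leaving out 1 library, Ccl2 ran from 0.008 to 0.14. Of 60 nuclear genes of oxidative phosphorylation, 1 was higher in AeEMs, 3 were lower, among them Ndufa4 (-0.58) and Cox7c (-0.37), and 56 did not pass (2 higher and 8 lower when adjusted over the list alone). Their mean was -0.11 (camera adjusted p = 5.3e-04, and adjusted p = 0.65 with an estimated correlation), with -0.20 in replicate 1, -0.28 in replicate 2 and 0.02 in replicates 3 and 4 together. Ndufa4 and Cox7c had limma adjusted p of 0.16 and 0.26 with the 3 sets as a term, and 0.062 to 0.10 without AeEM or AeMM replicate 1 or 2; Cox7c also did not pass without AeEM or AeMM replicate 4 (0.060 and 0.052). The cytokines Il1b and Tnf, which the paper names for monocyte-derived macrophages of human tumours, had log2 fold changes of -0.42 and -0.45 (limma adjusted p = 0.72 and 0.41). Il1b differed by 1.43 in replicate 1, 0.52 in replicate 2 and -1.82 in replicates 3 and 4 together, and Tnf by -0.74, -0.58 and -0.24. Leaving out 1 library, Il1b ran from -0.73 to -0.14 and Tnf from -0.71 to -0.25. Vegfa and Ereg were below the filter or not analysed here.

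Of 98 tested genes (120 listed) given for human ascites RTMs, 3 were higher in AeEMs and 7 lower (7 and 14 when adjusted over the list alone), among them Tmsb10 (1.01), Lyve1 (-0.70) and Stab1 (-0.70). Of 43 tested genes for human monocyte-derived AeMs, 1 was higher, Cd74, and 1 lower, Nampt, which did not pass with the 3 sets as a term or without any 1 library other than AeEM replicate 3 (0.27 and 0.053 to 0.099; 3 and 2 over the list alone; mean 0.04, camera adjusted p = 0.59). Of 103 tested genes for human tumour RTMs, 5 were higher and 3 lower (15 and 8 over the list alone; mean 0.01, camera adjusted p = 0.81), among them Marco (1.03) and Ms4a4a (-0.96). Of 94 tested genes for human tumour monocyte-derived macrophages, 6 were higher and 3 lower (6 and 5 over the list alone), with a mean of 0.005, a median of -0.04 and a camera test in the lower direction (adjusted p = 0.87). With the 3 sets as a term, 1 gene for human ascites RTMs was higher and 1 lower. In that fit 1 was higher and 0 lower for human monocyte-derived AeMs, and likewise for human tumour RTMs. For human tumour monocyte-derived macrophages, 1 was higher and 2 lower. Lyve1, Stab1, Marco and Ms4a4a did not pass in that fit (limma adjusted p of 0.060 to 0.066). Of the 98 genes for human ascites RTMs, 20 are also on the human tumour RTM list. The lists for human monocyte-derived AeMs, human tumour RTMs and human tumour monocyte-derived macrophages held 66, 172 and 135 genes before matching and filtering. Matching was by symbol, so HLA class II genes could not meet mouse genes with H2 symbols. The paper names HLA class II genes as higher in human tumour RTMs and in human monocyte-derived AeMs. The list means above leave these genes out.

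Of 10 alternative activation genes, Mgl2 and Retnla were higher in AeEMs and Chil3 lower (3 and 2 over the list alone), with a mean of 0.08, a median of -0.17 and a camera adjusted p of 0.75. Of the 5 RTM score genes, 3 of which the study shows for these libraries, 0 were higher and 1, Lyve1, lower (3 and 1 over the list alone; camera adjusted p = 0.71). No gene passed limma's test over all genes among 13 dissociation stress genes (camera adjusted p = 0.75), 9 inflammatory cytokines (0.70), 15 interferon-stimulated genes (0.16), 10 MHC class I genes (0.81) and 8 other complement genes (0.81); over the list alone 0, 0, 2 lower, 0, and 1 higher and 1 lower passed. The 13 mitochondrially encoded genes had a camera adjusted p of 0.051 (1 higher and 4 lower over the list alone), the 4 gate genes one of 0.085 (1 lower over the list alone), the 7 B cell markers one of 0.67 and the 4 neutrophil markers one of 0.64. Nkg7, the only NK cell marker tested, was lower in AeEMs (-2.41, limma adjusted p = 0.011, and 0.071 with the 3 sets as a term). The markers of T cells, eosinophils, epithelial tumour cells, mesothelial cells and platelets held 2, 1, 2, 1 and 1 tested genes, and those of endothelial cells, fibroblasts and mast cells 0.

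A hypothesis was that the higher S100a8 and Prtn3 in AeMMs might be transcripts kept from granulocyte-monocyte progenitors. Of 10 further granule genes, listed before their values were looked at, 2 were tested, Mgst1 and Anxa1, with a median log2 fold change of 0.0295 (exact permutation p = 0.857), which is too few to tell; the other 8, among them Elane and Mpo, were below the filter.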
